# Sex-Specific Transcriptomic Signatures in Brain Regions Critical for Neuropathic Pain-Induced Depression

**DOI:** 10.3389/fnmol.2022.886916

**Published:** 2022-05-18

**Authors:** Weiping Dai, Shuying Huang, Yuan Luo, Xin Cheng, Pei Xia, Mengqian Yang, Panwu Zhao, Yingying Zhang, Wei-Jye Lin, Xiaojing Ye

**Keywords:** neuropathic pain, sex-differences, depression, medial prefrontal cortex, anterior cingulate cortex, RNA sequencing

## Abstract

Neuropathic pain is a chronic debilitating condition with a high comorbidity with depression. Clinical reports and animal studies have suggested that both the medial prefrontal cortex (mPFC) and the anterior cingulate cortex (ACC) are critically implicated in regulating the affective symptoms of neuropathic pain. Neuropathic pain induces differential long-term structural, functional, and biochemical changes in both regions, which are thought to be regulated by multiple waves of gene transcription. However, the differences in the transcriptomic profiles changed by neuropathic pain between these regions are largely unknown. Furthermore, women are more susceptible to pain and depression than men. The molecular mechanisms underlying this sexual dimorphism remain to be explored. Here, we performed RNA sequencing and analyzed the transcriptomic profiles of the mPFC and ACC of female and male mice at 2 weeks after spared nerve injury (SNI), an early time point when the mice began to show mild depressive symptoms. Our results showed that the SNI-induced transcriptomic changes in female and male mice were largely distinct. Interestingly, the female mice exhibited more robust transcriptomic changes in the ACC than male, whereas the opposite pattern occurred in the mPFC. Cell type enrichment analyses revealed that the differentially expressed genes involved genes enriched in neurons, various types of glia and endothelial cells. We further performed gene set enrichment analysis (GSEA), which revealed significant de-enrichment of myelin sheath development in both female and male mPFC after SNI. In the female ACC, gene sets for synaptic organization were enriched, and gene sets for extracellular matrix were de-enriched after SNI, while such signatures were absent in male ACC. Collectively, these findings revealed region-specific and sexual dimorphism at the transcriptional levels induced by neuropathic pain, and provided novel therapeutic targets for chronic pain and its associated affective disorders.

## Introduction

Neuropathic pain, which is defined as “pain caused by a lesion or disease of the somatosensory system,” affects 6–8% of the population worldwide (Treede et al., 2008; Bannister et al., 2020; Finnerup et al., 2021). As a debilitating medical condition, neuropathic pain severely impairs the quality of life of patients due to the difficulty in clinical management of the disease (Treede et al., 2008). Over 60% of patients with neuropathic pain have depression, which is characterized by persistent depressed mood as well as loss in pleasure and motivation (Bair et al., 2003; de Heer et al., 2014). Such high comorbidity with depression in patients suffering from neuropathic pain exacerbates the severity of pain sensation and leads to worsening prognosis (Williams et al., 2003; Walker et al., 2014; Tappe-Theodor and Kuner, 2019). However, the mechanisms underlying the dynamic interactions of neuropathic pain and depression remain poorly understood. Moreover, although pain and depression can occur in both sexes, women generally show higher prevalence of physical pain and depression than men, while the underlying mechanisms remain underexplored (Ruau et al., 2012; Altemus et al., 2014; Vetvik and MacGregor, 2017; Mogil, 2020; Bangasser and Cuarenta, 2021).

The experience of pain, a combination of sensory and emotional components, is thought to arise from collaborative activities of multiple brain regions (Bushnell et al., 2013; Tan and Kuner, 2021). The brain regions most commonly activated by painful stimuli are often referred to as the “pain-related regions.” The medial prefrontal cortex (mPFC) and the anterior cingulate cortex (ACC) are considered as two hub regions (Tracey and Johns, 2010; Ong et al., 2019; Kummer et al., 2020). Both the mPFC and the ACC are associative cortices, with vast connectivity with other cortical and subcortical regions involved in the processing of pain and/or emotion (Etkin et al., 2011; Ong et al., 2019; Tan and Kuner, 2021; Pizzagalli and Roberts, 2022). These two regions are close in location, extensively connected with each other, and both can be activated by various types of acute pain (Bliss et al., 2016; Seminowicz and Moayedi, 2017; Tan and Kuner, 2021).

Chronic pain, including neuropathic pain, modifies the structures and functions of the mPFC and the ACC differently. Both human and animal studies have shown that chronic pain reduces the volume of gray matter as well as the activity of mPFC (Rodriguez-Raecke et al., 2009; Bushnell et al., 2013; Fritz et al., 2016; Phelps et al., 2021). The reduced mPFC activity is accompanied by increased GABAergic tone and decreased glutamatergic currents (Zhang et al., 2015; Kelly et al., 2016; Kummer et al., 2020). Pharmacologic or optogenetic rescue of mPFC activity alleviates nociceptive responses as well as pain-associated depression, suggesting that both the sensory and affective aspects of pain can be processed by the mPFC (Millecamps et al., 2007; Zhang et al., 2015; Hare and Duman, 2020; Tan and Kuner, 2021; Yan and Rein, 2021). Chronic pain also results in reduced gray matter volume in the ACC (Rodriguez-Raecke et al., 2009; Bushnell et al., 2013). However, a hyperactive phenotype of ACC was observed in human functional magnetic resonance imaging (fMRI) studies and confirmed by electrophysiological recording in the animal models of chronic pain (Buffington et al., 2005; Bliss et al., 2016). Prolonged pain induces long-term changes in synaptic plasticity, leading to persistently increased excitatory and decreased inhibitory synaptic transmission in the ACC (Li et al., 2010; Bliss et al., 2016). Lesion or inactivation of ACC relieves neuropathic pain-induced depression, but the effects on nociception are mixed (Barthas et al., 2015; Tan and Kuner, 2021; Zhu et al., 2021). In the reversed fashion, electrical or optogenetic activation of ACC lowers mechanical pain threshold as well as induces aversion to the place where it is delivered (Navratilova and Porreca, 2014; Bliss et al., 2016; Zhang et al., 2017; Tan and Kuner, 2021). Therefore, in contrast to the impairment of the mPFC, chronic pain induces abnormal elevation of the ACC activity to increase pain sensitivity and drive depression. However, the differential mechanisms underlying acute pain-induced activation of both the mPFC and the ACC, and the opposite changes induced by prolonged pain in these two brain regions, remain to be explored.

The comorbidity of neuropathic pain and depression engages long-lasting functional and structural modifications of the mPFC and the ACC, which in turn often involve changes in gene expression that are functionally associated with both diseases (Bliss et al., 2016; Descalzi et al., 2017; Li et al., 2021; Tan and Kuner, 2021). In this study, we aimed to compare differences in the transcriptomic profiles of the mPFC and the ACC in both female and male mice induced by spared nerve injury (SNI), a classical model of neuropathic pain (Decosterd and Woolf, 2000; Guida et al., 2020; Sadler et al., 2022). Our results revealed that more robust transcriptomic changes were induced at 2 weeks after SNI in the ACC of female mice than that of male mice, whereas the opposite pattern was observed in the mPFC. Further analyses revealed brain region-specific and sexual dimorphic changes in the transcriptional profiles after SNI. These findings are of value to advance the understanding of the mechanisms underlying cortical processing of pain and its affective aspects, and to suggest novel therapeutic targets for the treatment of neuropathic pain and its associated affective disorders.

## Materials and Methods

### Animals

A total of 2–3 months old female and male C57BL/6J mice were obtained from the Institute of Experimental Animals of Sun Yat-sen University or Guangdong Medical Laboratory Animal Center (Guangzhou, China). The mice were housed in groups of 5 and maintained on a 12 h light/dark cycle in a specific pathogen free (SPF) facility. All mice were allowed *ad libitum* access to food and water. The experiments were performed during the light cycle. The animals were randomly assigned to different experimental groups and were handled for 2 min per day for 4 days before behavioral testing. All animal studies were approved by the Institutional Animal Care and Use Committee of Sun Yat-sen University. A total number of 132 animals were used in the study.

### Spared Nerve Injury Surgery

Mice were anesthetized with 1.5% isoflurane at an oxygen flow rate of 0.4 L/min (RWD Life Science, Shenzhen, China). After shaving the fur and sterilizing the incision site, incisions were made in the skin and muscle on the left hind leg at the mid-thigh level to expose the sciatic nerve and its branches. The common peroneal and sural nerves were ligated with 5.0 silk suture (Shanghai Pudong Jinhuan Medical Instrument, Shanghai, China), transected, and a 1–2 mm sections of each nerve were removed. The tibial nerve was left intact. Afterward, the skin was sutured. The mice were allowed to recover on a heating pad before returning to their home-cage. The control mice were sham operated, exposed to the same surgery procedure without injury of the nerves.

### von Frey Test

The sensitivity to mechanical pain threshold was measured following the up-down method using the von Frey hairs (Aesthesio Precise Tactile Sensory Evaluator Kit, DanMic Global Danmic, United States) (Hansson, 2003; Deuis et al., 2017). Mice were habituated to a transparent chamber with a metal mesh floor for 30–60 min before testing. The plantar surface of the hind paw was stimulated with von Frey hairs and a quick withdrawal of the paw upon the stimulation was indicative of a nociceptive response. von Frey hairs with forces ranging from 0.04 to 2 g were applied in an ascending manner, and each hair was applied for five consecutive times. The lowest force to evoke a paw withdrawal 50% of the time was recorded as the threshold for mechanical pain (Chaplan et al., 1994). von Frey test was performed by an investigator who was blinded to the experimental conditions.

### Behavioral Tests

Depression-like behaviors were assessed over 2 and 4 weeks after the surgery of SNI, as previously described (Cryan et al., 2005; Jiang et al., 2019; Vuralli et al., 2019). The animals were acclimated to the testing room for 1–2 h prior to testing. The behavioral testing apparatus were cleaned with 75% ethanol between animals. Behavioral analyses were performed by an investigator who was blinded to the experimental conditions.

The splash test (ST) was carried out in a normal mouse home-cage under red-light. The mouse was allowed to habituate in the cage for 1 min, after which the dorsal coat of mouse was sprayed with a 10% sucrose solution. The test process was videotaped, and the grooming time in the first 5 min after the application of sucrose solution was scored by a researcher blinded to the experimental groups.

The tail suspension test (TST) was carried out by suspending the individual mouse by its tail from a ledge with an adhesive tape (approximately 1 cm from the tip of the tail). The immobile time during the 5 min of the test were videotaped and analyzed offline by a researcher blinded to the experimental groups. The mice were considered immobile only when they were hung passively and completely motionless.

The forced swim test (FST) was carried out by placing the mice into a 5 L glass beaker containing 3.5 L of water (24–25°C) under white light, and videotaped for 6 min. The water in the cylinder was replaced after each animal. The immobile time during the last 4 min of the 6 min test were analyzed offline by a researcher blinded to the experimental groups. The mice were defined as immobile as absence of any movement except that necessary for them to keep their heads above water.

The open field test (OFT) was used to assess the general locomotor activity of the mice. The mice were placed onto a corner of a 40 × 40 cm arena illuminated with red-light. The total distance traveled in the 5-min test were tracked and analyzed by the DigBehv system (Ji-Liang, Shanghai, China).

### Tissue Dissection and RNA Extraction and Sequencing

Two weeks after SNI surgery or sham operation, mice were sacrificed by rapid cervical dislocation. Their brains were sliced into 1 mm sections on a brain matrix (RWD Life Science, Shenzhen, China) in ice-cold dissection buffer (2.6 mM KCl, 1.23 mM NaH_2_PO_4_, 26.2 mM NaHCO_3_, 5 mM kynurenic acid, 212.7 mM sucrose, 10 mM dextrose, 0.5 mM CaCl_2_, 1 mM MgCl_2_). The mPFC and ACC were dissected out with a 15G puncher and snap-frozen on dry ice. Total RNA was isolated using RNAeasy Micro Kit following the manufacturer’s protocol (Qiagen, Hilden, Germany). The RNA samples were submitted to the MAGIGENE (Guangzhou, China) for quality control using Agilent 4200 Bioanalyzer. All samples have RNA integrity numbers (RINs) > 8. The samples further underwent library construction and sequenced by an Illumina NovaSeq 6000 system as paired-end 150 bp reads.

### RNA Sequencing Alignment, Read Counting and Differential Gene Expression Analysis

Raw data of fastq format was processed by Trimmomatic (version 0.36) to acquire the clean reads, which were then mapped to NCBI Rfam databases, to remove the rRNA sequences by Bowtie2 (version 2.33). The reads were mapped to the mouse reference genome^1^ using the Hisat2 (version 2.1.0) (Anders et al., 2015; Lachmann et al., 2020). HTSeq-count (version 0.9.1) was used to obtain the read count and function information of each gene. The count tables were normalized based on their library size using trimmed mean of *M*-values (TMM) normalization implemented in R/Bioconductor EdgeR (version 3.34.0) (Robinson et al., 2010; McDermaid et al., 2019). Normalized read counts were fitted to a negative binomial distribution with a quasilikelihood *F*-test. Principal component analysis (PCA) was performed for the regularized log transform (rlog) of the normalized counts using plotPCA tools with default parameters (Mi et al., 2019; Yoo et al., 2021). Differential gene expression analysis was further carried out using EdgeR. The transcripts were considered as differentially expressed genes (DEGs) at false discovery rate (FDR) < 0.1 with Benjamini–Hochberg correction for multiple testing. Volcano plots, Venn plot and heatmaps were generated using VennDiagram (version 1.6.20), plot, and pheatmap (version 1.0.12) packages in R/Bioconductor (Wang et al., 2021; Yoo et al., 2021).

### Cell Type-Specificity Analyses

To identify cell type-enriched transcripts, we compared our DEGs to a database of cell type-specific mRNA expression published by Zhang et al. (2014), which established selectively enriched transcripts in neurons, glia, and vascular cells of mouse cerebral cortex. Using FPKM numbers for astrocyte, endothelial cell, neuron, microglia, and oligodendrocyte, we calculated the enrichment scores of the transcripts as follows: enrichment score in cell type X = FPKM of transcripts expressed in cell type X/FPKM of transcripts expressed in all other cell types. The DEGs with enrichment scores >1.5 in a given cell type were considered as cell-type enriched.

### Validation of RNA Sequencing Data by Quantitative PCR

The quantitative PCR (qPCR) primers were selected from the PrimerBank^2^ or designed using Primer-BLAST.^3^ The specificity of the primers was further confirmed with BLAST^4^ and melting curve analysis, and the amplification efficient of the primers were examined by qPCR using series dilutions of a cDNA template. The sequences of the primers are listed in Supplementary Table 1. The cDNAs were synthesized using the NovoScript Plus All-in-on Strand cDNA Synthesis Supermix (Novoprotein, Suzhou, China) following the manufacturer’s instructions. The qPCR was performed using a CFX96 Touch Real-Time PCR Detection System (Bio-Rad) with the NovoStart SYBR qPCR SuperMix Plus (Novoprotein, Suzhou, China). For each sample, 2 or 8 ng of cDNA was amplified using one initial denaturation step at 95°C for 1 min, followed by 40 cycles at 95°C for 20 s, 60°C for 20 s, and 72°C for 30 s. Triplicates of each sample were analyzed by qPCR, and the mean cycle quantification (Cq) value was used for calculating the relative expression of target mRNAs using the ΔΔCt method, using the mRNA level of *Gapdh* as the internal control for normalization.

### Analyses of Protein–Protein Interaction Networks

STRING (version 11.5) was used to identify potential protein–protein interactions between the DEGs. The cytoHubba’s Maximal Clique Centrality (MCC) score were used to identify top hub DEGs and their sub-networks (Chin et al., 2014; Szklarczyk et al., 2019; Pan et al., 2021). The data were visualized by Cytoscape (version 3.9.1).

### Gene Set Enrichment Analysis

Gene set enrichment analysis (GSEA) (Broad Institute, version 4.2.2) analysis was performed to identify changes in functional enrichments of the transcriptomic profiles, using the gene set databases for Gene Ontology (GO, c5.go.bp.v7.51.symbols.gmt, c5.go.mf.v7.51.symbols.gmt, and c5.go.cc.v7.51.symbols.gmt) and KEGG pathways (c2.cp.kegg.v7.51.symbols.gmt). Gene set size filters were set at minimum of 5 and maximum of 1000. FDR for the enrichment score of the gene set were calculated based on 1000 gene set permutations. The top gene sets enriched in each group were plotted with ggplot2 (version 3.3.5) in R.

### Statistical Analyses

The statistical analyses of the RNA sequencing (RNAseq) data were described in the sections above. Two-way ANOVA followed by Sidak’s or Tukey’s multiple comparisons tests were used for comparing the behavioral or von Frey test results for the sham versus SNI groups of female and male mice. Unpaired Student’s *t*-test was used for qPCR analyses to validate gene expression changes by SNI. The statistical analyses were performed in GraphPad Prism for windows (version 8.0.0). Data were presented as mean ± SEM and *p* < 0.05 was considered as statistically significant.

## Results

### Spared Nerve Injury Induces Depression-Like Behaviors in Both Female and Male Mice

To explore the temporal course for the development of depressive symptoms after SNI, a classic model of neuropathic pain, we measured behavioral changes at different time points after SNI surgery in both female and male mice. The von Frey test was used to measure mechanical pain sensitivity. The ST, TST, and the FST were used to assess depressive-like behaviors. The OFT was used to evaluate general locomotion (Figure 1A). The results showed that, after SNI, mice of both sexes developed robust mechanical allodynia as early as 1 week post-surgery, which persisted for at least 4 weeks. The decrease in mechanical pain threshold measured by the von Frey test was relatively larger in the female mice than that in the male mice (Figures 1B,C). At 2 weeks after SNI surgery, the female mice exhibited significantly less grooming time in the ST and trends toward increased immobility in the TST and the FST. Similarly, the male mice also showed depressive phenotypes at 2 weeks post-SNI surgery, including significantly decreased grooming time in the ST and increased immobility in the TST and FST (Figures 1D–F). At 4 weeks after SNI surgery, both female and male mice showed robust depression-like behaviors (Figures 1G–I). The decreased grooming and increased immobility in the tests above were unlikely due to the impairment in the general locomotion of these mice after SNI surgery, as for both time points, the total distance of mice traveled in the OFT was not altered (Figures 1J,K).

**FIGURE 1:**
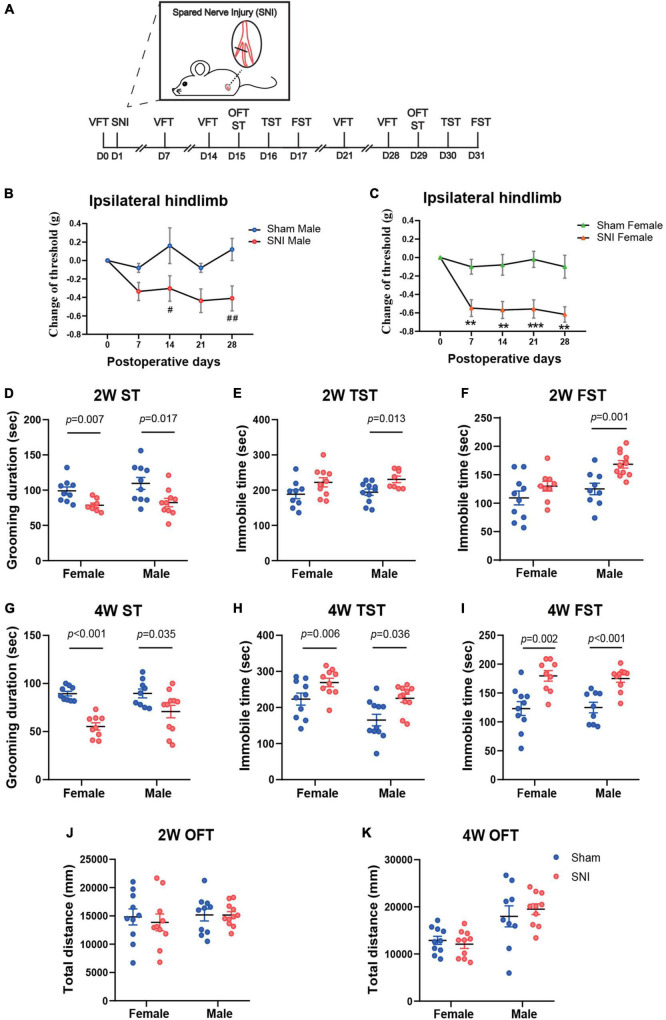
The spared nerve injury (SNI) model of neuropathic pain induces mechanical allodynia and depression-like behaviors in both female and male mice at 2 and 4 weeks after surgery. **(A)** The schema for SNI and the experimental timeline showing the sequence of surgery and behavioral tests. **(B,C)** Changes in the mechanical withdrawal threshold of the ipsilateral hindlimb over 4 weeks after surgery, compared to the threshold measured before surgery by von Frey test (VFT). Data are presented as mean ± SEM and analyzed by two-way ANOVA followed by Tukey’s multiple comparisons test. ^#^*p* < 0.05, ^##^*p* < 0.01 for SNI male group versus Sham male group **(B)**; **p < 0.01, ***p < 0.001 for SNI female group versus Sham female group **(C)**. *N* = 10 (sham female), 10 (SNI female), 5 (Sham male), and 11 (SNI male). The time spent in grooming during the 5 min splash test (ST) at 2 weeks **(D)** and 4 weeks **(G)** after SNI surgery. The time spent immobile during the 5 min tail suspension test (TST) at 2 weeks **(E)** and 4 weeks **(H)** after SNI surgery. The time spent immobile during the last 4 min of the 6 min forced swim test (FST) at 2 weeks **(F)** and 4 weeks **(I)** after SNI surgery. The total distance traveled during the open field test (OFT) at 2 weeks **(J)** and 4 weeks **(K)** after SNI surgery. **(D–K)** *N* = 9–11 mice per group. Data are analyzed by two-way ANOVA followed by Sidak’s multiple comparisons test, and presented as mean ± SEM.

Thus, these data reveal that SNI induces chronic pain and depression-like behaviors in both female and male mice.

### Sex-Specific Transcriptional Signatures in the Medial Prefrontal Cortex and the Anterior Cingulate Cortex of Mice After Spared Nerve Injury Surgery

We next sought to identify transcriptional changes that may contribute to the development of depressive symptoms induced by neuropathic pain. Previous studies have reported transcriptomic changes in the brains after SNI but at much later time points (2.5–6 months post-surgery) (Alvarado et al., 2013; Berta et al., 2017; Descalzi et al., 2017; Li et al., 2021). Since the mPFC and the ACC are two brain regions critical for regulating both the affective symptoms of neuropathic pain and depression (Bliss et al., 2016; Descalzi et al., 2017; Li et al., 2021; Tan and Kuner, 2021), we chose to examine the transcriptomic profiles of the mPFC and the ACC at 2 weeks post-SNI, a time point when the mice started to show mild depressive phenotypes, to identify the potential molecular signatures that are involved in the emergence of depressive phenotypes during the progression of neuropathic pain.

The mPFC and the ACC were harvested from female and male mice at 2 weeks after SNI surgery or sham operation. The RNAs from both groups were extracted in parallel and underwent quality checks. 

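The mPFC and the ACC were taken from female and male mice 2 weeks after SNI or sham surgery, which makes 8 groups of 3 pools with 1 library per pool, 24 libraries in all. The authors deposited the number of reads counted on each gene in every library, without normalization. They trimmed the reads with Trimmomatic, removed those that Bowtie2 mapped to Rfam, mapped the others with Hisat2 and counted reads per gene with HTSeq-count. The paper's text does not state the genome build, the annotation or the strand mode of the counting, so no coordinates are given here. Genes are listed by Ensembl identifier, and their symbols, chromosomes and biotypes were taken from GENCODE mouse release 21, which holds 33336 of the genes listed. Between 23853845 and 32864391 reads per library were counted on genes. The median of the 3 libraries was 26321790 in the female sham mPFC, 26565870 in the female SNI mPFC, 26906944 in the male sham mPFC and 27582458 in the male SNI mPFC. In the ACC it was 25057645 in the female sham, 29523064 in the female SNI, 27115948 in the male sham and 26045285 in the male SNI group. A count of 3, taken as the floor below which a gene was not measured, corresponds to 0.0913 to 0.126 CPM over these libraries. This floor and the replicate noise are separate limits: for libraries of the same group, the chi-square per gene was 2.67 to 19.9 over the 24 pairs of replicates, where counting error alone gives 1.

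Each comparison of 2 groups was fitted on its own 6 libraries in edgeR, with TMM normalization, a low-count filter (filterByExpr), dispersions estimated with the design and the quasi-likelihood F-test that the methods name. A gene was called a DEG at FDR < 0.1 after Benjamini-Hochberg adjustment over all genes tested. Expression is given as TMM-normalized CPM, as the mean ± SD of 3 pools, with the log2 fold change and its standard error (SE) from the model. With 3 pools against 3, an exact permutation test of a single gene has a smallest 2-sided p of 0.1, so the adjusted p-values come from the model across genes. Where every pool of a group was at or below the floor, the fold change is given as a lower bound against the floor. Libraries are named by group and by the replicate number that the authors' columns carry.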

Afterward, RNAseq were performed on three independent pools of samples from each sex and brain region (4–5 animals were mixed as one biological pool) (Figure 2A). The principal component analysis (PCA) revealed striking separation between the mPFC and the ACC transcriptomes, as well as between the female and male transcriptomes (Figure 2B). 

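In the PCA of the rlog values of the 500 most variable genes over the 24 libraries, PC1 held 42.1% of the variance and PC2 held 24%. Region accounted for 96.7% of the variance along PC1, where the mPFC libraries lay between −5.68 and −3.13 and the ACC libraries between 2.73 and 5.69. Sex accounted for 97.8% of the variance along PC2, where the female libraries lay between −4.8 and −2.28 and the male libraries between 2.99 and 4.09. The distance between the nearest libraries of the 2 regions was 5.87 on PC1, and between those of the 2 sexes 5.28 on PC2. SNI against sham accounted for 0% of either axis. The 500 genes included 22 X-linked and 6 Y-linked genes. The alternative that moved the axes most was log2 CPM in place of rlog, under which PC1 (17%) separated the sexes and PC2 (15.8%) the regions. With all genes that passed the filter, PC1 (36.4%) separated the regions, but sex accounted for 35.2% of PC2 and the sexes overlapped on it.

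**Figure D1:**
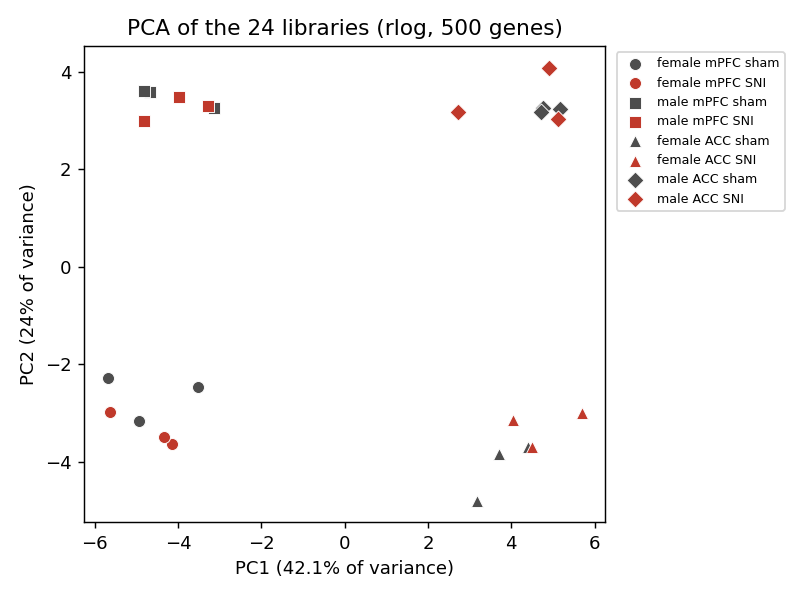
PCA of the 24 libraries, with PC1 on the x axis and PC2 on the y axis (arbitrary rlog units) and 1 point per library. Shape gives sex and region and color gives sham (gray) or SNI (red). The regions are 5.87 apart on PC1 and the sexes 5.28 apart on PC2.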

In general, more differentially expressed genes between the sham and the SNI groups (DEGs, FDR < 0.1 by edgeR) were observed in the mPFC than the ACC (Figure 2C and Supplementary Table 2). 

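The test of SNI against sham covered 16897 genes in the female mPFC, 16989 in the male mPFC, 16684 in the female ACC and 16702 in the male ACC. It called 1 and 84 DEGs in the female and male mPFC, and 4 and 1 in the female and male ACC. At an unadjusted p under 0.05 the numbers of genes were 2039 and 1903 in the mPFC, and 1113 and 749 in the ACC. Whether the SNI effect itself differs between the regions was tested as a region by SNI interaction over the 12 libraries of each sex. It called 0 genes in either sex, with a smallest FDR of 0.428 in females and 0.685 in males, and with 1932 and 559 genes at an unadjusted p under 0.05. The likelihood ratio test and the fit without a low-count filter called genes in both sexes, as listed in the part on processing. The counts of the female mPFC and the male ACC moved most when 1 library was left out: without female sham mPFC replicate 3 the female mPFC had 2758 DEGs, and without male sham ACC replicate 3 the male ACC had 2305. These libraries lay farthest out on an axis of variation among replicates whose gene loadings followed GC content. Splits of the same libraries that mixed sham and SNI gave up to 761 calls in the female mPFC and 4470 in the male ACC. After a correction for GC content, chosen after the data were seen, there were 0 and 3. The larger counts thus cannot be read as SNI effects that a single library had hidden. Without a low-count filter there were 590 and 562 DEGs in the female and male mPFC and 384 and 10 in the female and male ACC. The exact test without that filter or a design matrix, a form chosen after the data were seen, called the same genes as the paper. These were 48 and 211 in the female and male mPFC and 59 and 8 in the female and male ACC. The paper's genes are thus recovered under another test and filter.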

Interestingly, for the mPFC, more DEGs were identified in the male mice (211 total) than the female mice (48 total). In contrast, for the ACC, more DEGs were identified in the female mice (59 total), whereas only 8 DEGs were identified in the male mice (Figure 2C).

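Of the 84 DEGs of the male mPFC, 26 were higher and 58 lower after SNI, with a median absolute log2 fold change of 0.38. In each of them the 3 SNI pools lay entirely above or below the 3 sham pools, as they did in 17% of the genes tested there and in 15.3% in the female mPFC, where chance gives 10%. The genes with the smallest adjusted p included the processed pseudogene Gm6565, with counts of 48 to 155 after SNI and 0 after sham surgery (at least 35.8-fold higher, adjusted p = 0.00167). Cpne9 rose by a log2 fold change of 0.37 (SE 0.05) and AC149090.1 by 0.52 (SE 0.08), both at an adjusted p of 0.0325. Slc44a5 changed by −0.50 (SE 0.07, adjusted p = 0.0325) and the Y-linked pseudogene Mid1-ps1 by −2.32 (SE 0.38, adjusted p = 0.0359), and Gm37240 was at least 5.24-fold lower. Leaving out 1 library gave between 7 DEGs (without male sham mPFC replicate 3) and 126 (without male SNI mPFC replicate 1), of which 5 and 65 were among the 84. The DEG of the female mPFC was the lincRNA Gm26508 on chromosome 11, with 22 to 65 counts after sham surgery and 0 after SNI (at least 12.7-fold lower, adjusted p = 0.0823). It was not called without female sham mPFC replicate 1 or female SNI mPFC replicate 2 or 3, with adjusted p-values up to 0.169. A sex by SNI interaction over the 12 mPFC libraries tested 17641 genes and called 0, with a smallest FDR of 0.216 and 2791 genes at an unadjusted p under 0.05. Without female sham mPFC replicate 3, the mPFC library farthest out on the axis linked to GC content, it called 3283. DESeq2, the likelihood ratio test and the fit without a low-count filter also called genes, as listed in the part on processing.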

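Gm6565 was higher in the female ACC after SNI, with counts of 52 to 98 against 0 in the sham pools (at least 20.9-fold, adjusted p = 0.00196). This held in all 6 fits that each left out 1 library. In the male ACC, however, Gm6565 was present or absent by pool within both groups. The transcribed pseudogene Gm5641 fell from 13.9 ± 1.05 to 8.06 ± 1.25 CPM (log2 fold change −0.80, SE 0.11) and Slc7a11 from 81.7 ± 3.55 to 62.7 ± 4.41 CPM (−0.38, SE 0.05), both at an adjusted p of 0.0599. Neither was called without female SNI ACC replicate 1, where the adjusted p of both was 0.321. The other DEG of the female ACC was Col3a1, and that of the male ACC was an entry of Gcat. Leaving out 1 library gave between 1 (without female SNI ACC replicate 1) and 136 DEGs (without female sham ACC replicate 2) in the female ACC. In the sex by SNI interaction over the 12 ACC libraries, 17289 genes were tested and 0 called, with a smallest FDR of 0.119 and 1024 genes at an unadjusted p under 0.05. Without male sham ACC replicate 3, the ACC library farthest out on the axis linked to GC content, it called 1698. Genes were also called with DESeq2, the likelihood ratio test and no low-count filter, as listed in the part on processing.

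**Figure D2:**
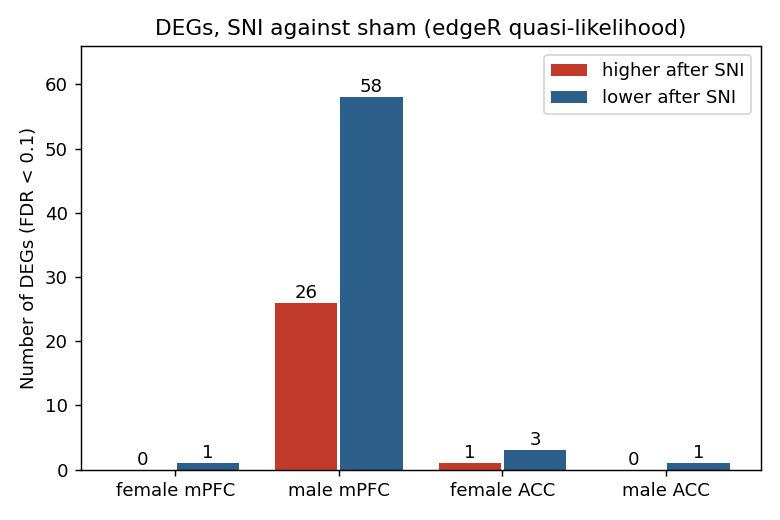
Number of DEGs (FDR < 0.1) of SNI against sham on the y axis for each sex and region on the x axis, with genes higher after SNI in red and lower in blue. The male mPFC has 26 higher and 58 lower, and the other comparisons have 0 or 1 higher and 1 to 3 lower.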

**FIGURE 2:**
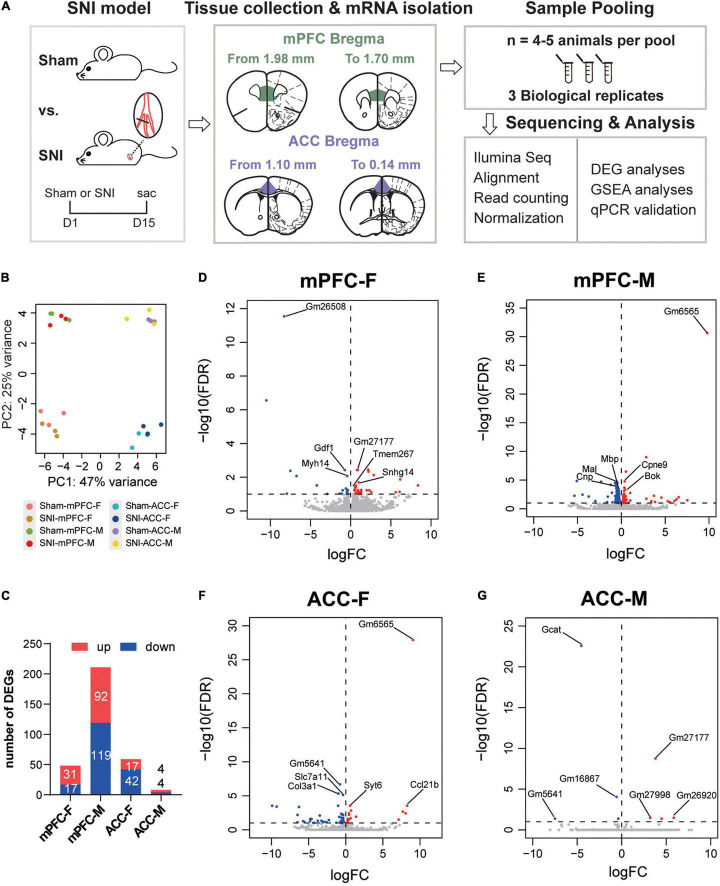
Differentially expressed genes in the mPFC and the ACC of female and male mice at 2 weeks after SNI surgery, compared to the sham group. **(A)** Experimental design and the workflow of the RNAseq and analyses. **(B)** Principal component analysis (PCA) plot of the sham versus the SNI groups, depicting the clustering of samples: the mPFC versus the ACC, female versus male, and the sham group versus the SNI group. **(C)** The numbers of the significantly upregulated or downregulated differentially expressed genes (DEGs) by SNI. mPFC-F, the mPFC of female mice; mPFC-M, the mPFC of male mice; ACC-F, the ACC of female mice; ACC-M, the ACC of male mice. The volcano plots of the DEGs in the mPFC of female (mPFC-F, **D**) and male mice (mPFC-M, **E**), as well as in the ACC of female (ACC-F, **F**) and male mice (ACC-M, **G**), with horizontal lines at the –log_10_ (false discovery rate, FDR) = 1 and vertical lines at log_2_ (fold change, FC) = 0, delineating positive versus negative regulation. Blue dots represent downregulated DEGs, and red dots represent upregulated DEGs.

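Snhg14, on chromosome 7, is annotated as a processed transcript that 3 other genes overlap on the same strand. In the female mPFC it had 175 ± 6.58 CPM (SD, n = 3) after SNI and 133 ± 15.8 CPM after sham surgery, a log2 fold change of 0.41 (SE 0.08, adjusted p = 0.401). Each SNI pool was above each sham pool. Over the alternative settings the adjusted p ran from 9.61e-05 to 0.681, and it was under 0.1 with DESeq2, with no low-count filter, and with the likelihood ratio and exact tests. Among the fits that each left out 1 library, Snhg14 was called only without female sham mPFC replicate 3 (log2 fold change 0.50, adjusted p = 0.00618). That library lay farthest out among the mPFC libraries on the axis linked to GC content. After the correction for GC content Snhg14 was not called.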

Of note, among the top transcripts upregulated by SNI in the mPFC of SNI female mice, *Snhg14* encodes a long non-coding RNA that regulates the expression of ubiquitin protein ligase E3A (*Ube3a*), which is known to critically implicate in the social interaction dysfunction in Angelman’s syndrome (Stanurova et al., 2016; Chung et al., 2020). 

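Gdf1 in the female mPFC had 8.57 ± 1.11 CPM after SNI and 14.3 ± 2.62 CPM after sham surgery (SD, n = 3), a log2 fold change of −0.73 with an SE of 0.14. For Myh14 the values were 31.5 ± 1.93 and 42.5 ± 3.76 CPM, a log2 fold change of −0.43 with an SE of 0.08. The adjusted p of both was 0.401, although no SNI pool reached the lowest sham pool for either gene. With each library left out in turn, the log2 fold change stayed between −0.87 and −0.62 for Gdf1 and between −0.50 and −0.39 for Myh14. Both were called without female sham mPFC replicate 3, at adjusted p-values of 0.00352 and 0.00621, and in none of the other 5 such fits. Neither was called after the correction for GC content.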

The top transcripts downregulated in the mPFC of SNI female mice involved *Gdf1*, which encodes growth differentiation factor 1, a secreted ligand of the TGF-beta superfamily (Tanaka et al., 2007), and *Myh14*, which encodes the heavy chain of myosin, a motor protein (Donaudy et al., 2004; Figure 2D). For the mPFC of SNI male mice, the most noticeable signatures included downregulation of *Mal* (myelin and lymphocyte protein), *Mbp* (myelin basic protein), and *Cnp* (2′,3′-cyclic nucleotide 3′-phosphodiesterase), genes that are known for their roles in myelin formation (Fulton et al., 2010; Cao et al., 2013; Figure 2E). 

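Mal fell from 185 ± 19.4 CPM (SD, n = 3) in the male sham mPFC to 120 ± 23.8 CPM after SNI, a log2 fold change of −0.61 (SE 0.11, adjusted p = 0.0558). Mbp fell from 1421 ± 72.2 to 1025 ± 169 CPM (−0.47, SE 0.09, adjusted p = 0.0607) and Cnp from 245 ± 12.4 to 177 ± 26.2 CPM (−0.46, SE 0.08, adjusted p = 0.0558). For each gene the highest SNI pool was below the lowest sham pool. The 3 genes were called in 3 of the 6 fits that each left out 1 library and not without male sham mPFC replicate 1 or 3 or male SNI mPFC replicate 3, where the adjusted p of Mal was 0.113, 0.227 and 0.105. Their log2 fold changes stayed negative in all 6 fits, the smallest being −0.47 for Mal, −0.34 for Mbp and −0.35 for Cnp.

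**Figure D3:**
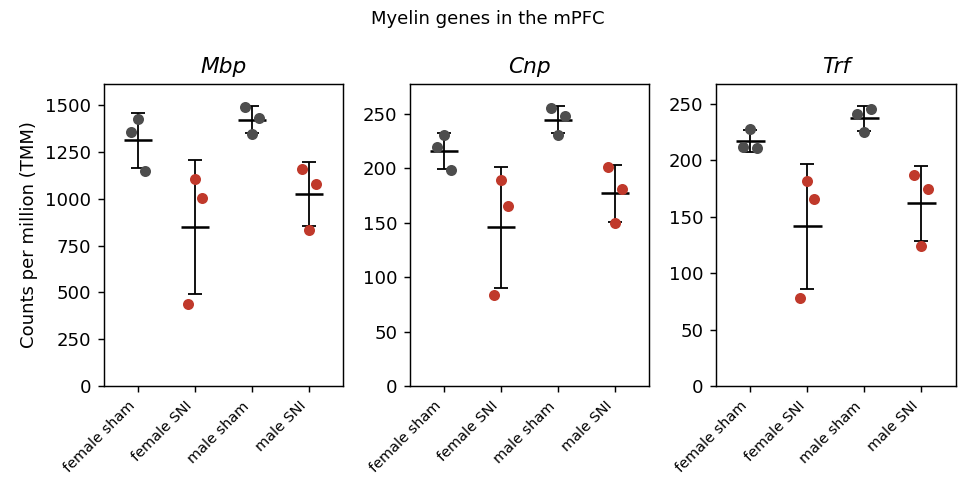
TMM-normalized CPM of Mbp, Cnp and Trf in the mPFC (y axis) for the 4 groups on the x axis, with 1 point per pool and the mean ± SD of 3 pools as bars. In males, the 3 SNI pools lie below the 3 sham pools for each gene, and in females 1 SNI pool lies well below the other 2.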

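In the female ACC, Syt6 rose from 14.1 ± 1.78 to 21 ± 2.53 CPM after SNI (SD, n = 3), a log2 fold change of 0.57 (SE 0.10, adjusted p = 0.252). Syt2 rose from 65.8 ± 8.54 to 86.9 ± 11.6 CPM (0.40, SE 0.09, adjusted p = 0.46). Col3a1 fell from 7.83 ± 1.25 to 3.93 ± 0.518 CPM (−0.99, SE 0.15) and was called at an adjusted p of 0.067. Col1a1 fell from 21.4 ± 4.77 to 14.4 ± 1.57 CPM (−0.57, SE 0.13, adjusted p = 0.445). None of the 4 genes had overlapping sham and SNI pools. All 4 were called without female sham ACC replicate 2, at adjusted p-values of 0.0438 for Syt6, 0.0594 for Syt2 and Col1a1 and 0.0131 for Col3a1. In the other 5 such fits none was called, and the adjusted p of Col3a1 there was 0.13 to 0.321.

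**Figure D4:**
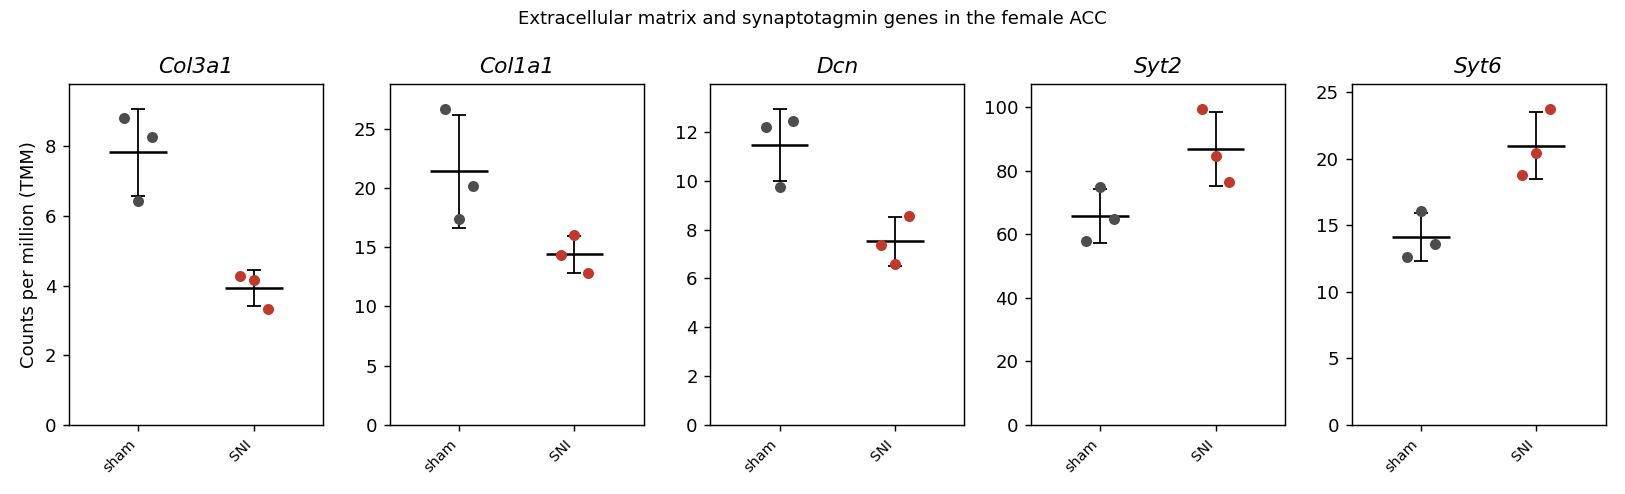
TMM-normalized CPM of Col3a1, Col1a1, Dcn, Syt2 and Syt6 in the female ACC (y axis) after sham surgery and SNI (x axis), with 1 point per pool and the mean ± SD of 3 pools as bars. In every panel the 3 pools of a group lie to one side of the 3 pools of the other.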

The noteworthy transcriptomic changes in the ACC of female mice included upregulation of *Syt6* and *Syt2*, which encode presynaptic protein synaptotagmins and are important for neurotransmitter release (Wolfes and Dean, 2020), and downregulation of *Col3a1* and *Col1a1*, two transcripts that encode type I and type III collagens, components of the extracellular matrix (Fujiwara et al., 2010; Santoro Belangero et al., 2018; Figure 2F and Supplementary Table 2). The eight DEGs identified in the ACC of male mice were mostly pseudogenes whose functions remain unclear, except *Gcat*, which encodes glycine C-acetyltransferase that is involved in the synthesis of glycine and acetyl-CoA (Ravichandran et al., 2018; Figure 2G).

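The annotation has 2 Gcat entries on chromosome 15 that overlap on the same strand. The entry ENSMUSG00000116378 had 0 to 6 counts in the male ACC after SNI and 67 to 80 after sham surgery, a log2 fold change of −4.54 (SE 0.61, adjusted p = 0.0269). It was not called without male sham ACC replicate 2 (adjusted p = 0.149) or male SNI ACC replicate 2 (adjusted p = 0.328). The entry ENSMUSG00000006378 went the other way, from 6.96 ± 0.658 to 9.75 ± 0.455 CPM (SD, n = 3), a log2 fold change of 0.48 (SE 0.11, adjusted p = 0.768). The sum of the 2 entries was 9.73 CPM after sham surgery and 9.86 CPM after SNI. Among other genes of the male ACC, the antisense gene Gm27177 had 0 to 16 counts after sham surgery and 81 to 169 after SNI (3.79, SE 0.61, adjusted p = 0.229). Gm16867 changed by −0.58 (SE 0.09, adjusted p = 0.304).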

Further comparison of the DEGs between different groups revealed little commonality between brain regions and between different sexes. In comparison of the mPFC and the ACC, we identified two common DEGs in the female mice (*Gm26723* and *Tmem267*) and no common DEGs in the male mice. 

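The lists of DEGs were compared by gene identifier. Of the 6 pairs of SNI comparisons, 5 shared no DEG. The male mPFC and the female ACC shared Gm6565, higher after SNI in both, where 0.0199 shared genes are expected by chance (Fisher's exact test, p = 0.0198). That p-value is not adjusted for the 6 pairs. In the male ACC and the female sham mPFC, Gm6565 was present or absent by pool within a group. Its sharing thus need not come from SNI. With lists of 1, 84, 4 and 1 genes, few shared genes can arise, so the SNI effects were also compared over all genes that passed the filter in both comparisons. Between the mPFC and the ACC, Spearman's rho of the differences in mean log2 CPM was −0.05 over 16425 genes in females and 0.31 over 16459 genes in males. Genes are not independent replicates. Of the 100 pairs of splits of the libraries into 3 against 3, 67 gave a rho as large in females and 6 in males.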

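Tmem267 was higher after SNI in both regions of the female mice. It rose from 18 ± 1.79 to 26.3 ± 4.84 CPM in the mPFC (SD, n = 3, log2 fold change 0.56, SE 0.12) and from 20.9 ± 1.68 to 28.2 ± 3.45 CPM in the ACC (0.42, SE 0.09). The adjusted p was 0.401 in the mPFC and 0.343 in the ACC. The lincRNA Gm26723 did not pass the filter in either region. Its counts were 0 to 288 in the sham and 0 to 3 in the SNI pools of the mPFC, and 0 to 346 and 0 in those of the ACC, so in each region at least 1 sham pool had as few counts as the SNI pools.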

By comparing female and male mice, we found two common DEGs in the mPFC (*B430305J03Rik* and *Unc5b*) and one common DEG in the ACC (*Gm5641*) (Figure 3A). 

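Unc5b fell after SNI in the mPFC of both sexes, by a log2 fold change of −0.58 (SE 0.14, adjusted p = 0.401) in females and −0.33 (SE 0.09, adjusted p = 0.178) in males. B430305J03Rik went in opposite directions. In the male mPFC it had 0 to 36 counts after sham surgery and 64 to 276 after SNI (3.69, SE 0.84, adjusted p = 0.0607, and up to 0.267 with 1 library left out). In the female mPFC, where it did not pass the filter, it had 0 to 303 counts after sham surgery and 0 in every SNI pool. In the male ACC, Gm5641 had 0 to 331 counts in the sham pools and 0 to 3 in the SNI pools and also did not pass the filter.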

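The direction of DEGs of the mPFC and of the female ACC was counted in the other sex. Of the 84 DEGs of the male mPFC, 82 were tested in the female mPFC, and 57 of these (69.5%) changed in the same direction there, 25 of them at an unadjusted p under 0.05. With the exact test without a low-count filter or a design matrix, a setting chosen after the counts were seen, 115 of the 211 DEGs of the male mPFC (54.5%) had the same direction in females, and after the correction for GC content, also chosen after the data were seen, 47 of 52 (90.4%) did. With that exact test, 31 of the 48 DEGs of the female mPFC (64.6%) had the same direction in males, where the main call was not tested. In the same setting, 36 of the 59 DEGs of the female ACC (61%) had the same direction in males. Of the main calls of the female ACC that were tested in the male ACC, 2 of 3 did.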

We combined the DEGs from both sexes to generate the heatmaps, and the results revealed that part of the DEGs exhibited similar directions of changes in both sexes but with greater magnitudes in one sex over the other, while the other DEGs showed sex-specific changes and even changes in opposite directions in different sexes (Figures 3B,C).

**FIGURE 3:**
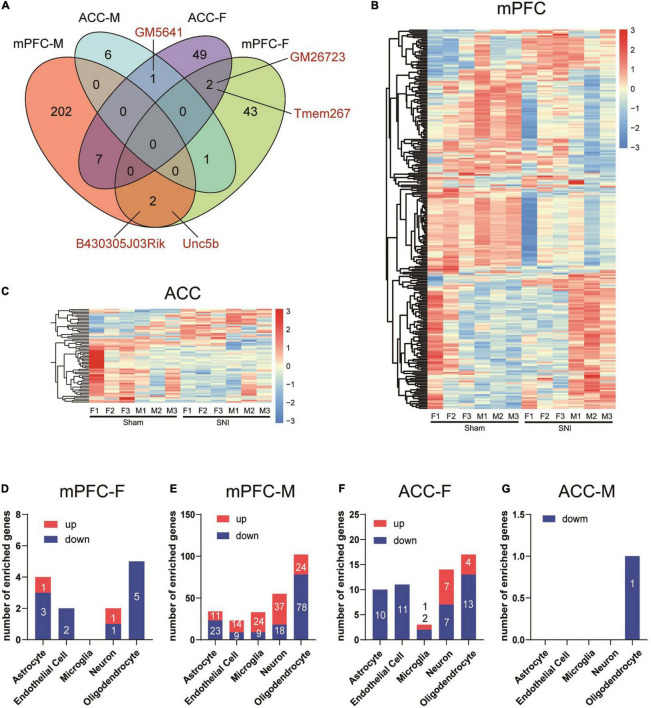
Differential transcriptomic profiles and cell-type enrichment of the DEGs induced in the mPFC and the ACC of mice of different sexes by SNI. **(A)** Venn diagram depicting limited overlaps of the DEGs between the mPFC and the ACC, as well as between different sexes. mPFC-F, the mPFC of female mice; mPFC-M, the mPFC of male mice; ACC-F, the ACC of female mice; ACC-M, the ACC of male mice. Hierarchical clustered heatmaps of the mPFC **(B)** and the ACC **(C)**, showing relative expression of the DEGs across the sham and the SNI groups in different sexes (F, female; M, male). Color scales represent standardized rlog-transformed values across samples. **(D–G)** The numbers of DEGs enriched in different cell types in the mPFC and the ACC of female and male mice, comparing the sham versus the SNI groups, as determined from a database of cell type-specific transcripts in the mouse cortex by Zhang et al. (2014).

We further evaluated the cell-type specificity of the identified DEGs by comparing our data to a cell-type specific mouse brain RNAseq repository (Zhang et al., 2014). For the DEGs in the female mPFC, 13 were identified to be enriched in specific brain cell-types, including astrocytes, endothelial cells, neuron and oligodendrocytes (Figure 3D). For the male mPFC, a noteworthy signature was downregulation of DEGs enriched in the oligodendrocytes (Figure 3E). 

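Cell types were assessed with marker lists that were written without reference to these counts and that are not the lists of Zhang et al. Each list was tested with camera, which asks whether its genes rank higher or lower than the other genes, with a preset inter-gene correlation of 0.01 and an FDR over all 356 tests of 30 lists. In the male mPFC all 40 oligodendrocyte markers tested were lower after SNI, with a median log2 fold change of −0.46 (FDR = 9.64e-60). Of these, 17 were DEGs over all genes tested and 37 when adjusted over the list alone. The study's SNI table holds 27 of the 40, so the list is not independent evidence, and the hub lists hold 16. The markers outside that table had a median of −0.31. All 40 were lower in the female mPFC as well, with a median of −0.50 (FDR = 2.67e-25), 0 DEGs over all genes and 34 when adjusted over the list alone. Without female SNI mPFC replicate 1 that median was −0.22. Layer 6 neuron markers were also lower in the male mPFC, with a median of −0.27 (FDR = 3.17e-20), in 20 of 21 genes.

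Camera called 166 of the 356 tests. The alternatives that moved this most were those that let the genes of a list vary together among replicates. With fry, 8 lists were called: layer 5 neuron markers between the regions of both sexes, ependymal cell markers, dynein genes, layer 6 neuron markers and potassium channel genes between the regions in males, and Y-linked genes between the sexes in both regions. With a correlation estimated from the libraries, only the Y-linked lists were called, so no call for SNI against sham held under either.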

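In the female ACC, oligodendrocyte markers were higher after SNI, with a median log2 fold change of 0.14 and 36 of 40 genes higher (FDR = 7.17e-08), and 0 of them were DEGs over all genes or when adjusted over the list alone. Endothelial markers were lower (−0.06 in 19 of 24 genes, FDR = 0.0123), as were mural cell markers (−0.18 in 14 of 17 genes, FDR = 4.66e-05) and meningeal fibroblast markers (−0.46 in 34 of 35 genes, FDR = 1.37e-38). Of the meningeal markers 30 were called when adjusted over the list alone. That median was −0.26 without female sham ACC replicate 1. Astrocyte markers had a median of −0.02 (FDR = 0.428). Excitatory neuron markers had a median of 0.03 (FDR = 0.201), and inhibitory neuron markers 0.004 (FDR = 0.369).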

For the DEGs in the ACC of female mice, the downregulated DEGs were found mainly enriched in astrocytes, endothelial cells, and oligodendrocytes, whereas the upregulated DEGs were found mainly enriched in neurons (Figure 3F). For the eight DEGs identified in the male ACC, one of those was enriched in oligodendrocytes (Figure 3G). Thus, SNI modifies the transcriptomic profiles across multiple cell-types in the mPFC and the ACC in both sexes.

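Outside the oligodendrocytes, camera called astrocyte markers in the female mPFC alone among the SNI comparisons (median log2 fold change −0.12, FDR = 0.00212). Microglia markers were called in the female mPFC (−0.09, FDR = 0.0457) and in the male ACC (0.05, FDR = 0.0895). Endothelial markers were called in the male mPFC (0.07, FDR = 0.00483) and male ACC (0.04, FDR = 0.066), and mural cell markers in the male mPFC (−0.18, FDR = 0.0819). Excitatory neuron markers rose in the male mPFC (0.06, FDR = 0.000257). Inhibitory neuron and oligodendrocyte precursor markers were called in none of the 4 comparisons, with medians between −0.03 and 0.07 and between −0.07 and −0.02. In the male ACC the oligodendrocyte markers had a median of −0.05 (FDR = 0.369).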

To validate the RNAseq results, we performed qPCR analyses using independent sets of individual RNA samples. 

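The mPFC genes that the study took to qPCR had these RNAseq values. In the female mPFC, Mbp went from 1311 ± 145 to 848 ± 357 CPM (SD, n = 3), a log2 fold change of −0.62 (SE 0.24, adjusted p = 0.403). Cnp went from 216 ± 16.4 to 146 ± 55.5 CPM (−0.55, SE 0.21, adjusted p = 0.403), Trf from 217 ± 9.58 to 142 ± 55.5 CPM (−0.60, SE 0.21, adjusted p = 0.401) and Gfap from 118 ± 12 to 99.4 ± 25.8 CPM (−0.24, SE 0.14, adjusted p = 0.486). Without female SNI mPFC replicate 1 the log2 fold change of Mbp was −0.31 and that of Cnp −0.28. In the male mPFC, Trf was lower by 0.54 (SE 0.10, adjusted p = 0.0607) and Gfap by 0.32 (SE 0.07, adjusted p = 0.0729) on the log2 scale. Trf was called in 3 and Gfap in 2 of the 6 fits that each left out 1 library, and neither without male sham mPFC replicate 3 (adjusted p = 0.296 and 0.317). Gdf1 was higher by 0.70 there (SE 0.24, adjusted p = 0.271), opposite to its direction in females. The male log2 fold changes of Snhg14 (0.07), Myh14 (−0.07) and Tmem267 (−0.05) were smaller than their SEs or about equal to them (0.10, 0.07 and 0.11).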

Eight mPFC-specific DEGs were chosen for the subsequent qPCR validation, which included *Gdf1* (growth differentiation factor 1), *Snhg14* (small nucleolar RNA host gene 14), *Myh14* (myosin heavy chain 14), *Tmem267* (transmembrane protein 267), *Trf* (transferrin), *Gfap* (glial fibrillary acidic protein), *Mbp* (myelin basic protein), and *Cnp* (2′,3′-cyclic nucleotide 3′ phosphodiesterase) (Figure 4A). Similarly, seven ACC-specific DEGs were assessed, which included *Scn4b* (sodium voltage-gated channel beta subunit 4), *Syt2* (synaptotagmin 2), *Acta2* (actin alpha 2), *Col1a1* (collagen type I alpha 1 chain), *Gm27177*, *Gm5641*, and *Gcat* (glycine C-acetyltransferase) (Figure 4D). 

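In the female ACC, Scn4b rose from 73.2 ± 9.81 to 98.4 ± 9.85 CPM after SNI (SD, n = 3), a log2 fold change of 0.43 (SE 0.09, adjusted p = 0.309), and Acta2 fell from 20.4 ± 3.79 to 14.9 ± 1.36 CPM (−0.45, SE 0.12, adjusted p = 0.494). Both were called without female sham ACC replicate 2, at adjusted p-values of 0.0317 and 0.0438. Gm27177 had a log2 fold change of 0.85 (SE 0.33, adjusted p = 0.655). In the male ACC, the log2 fold changes of Scn4b (0.06, SE 0.08), Syt2 (−0.03, SE 0.14), Acta2 (−0.04, SE 0.22) and Col1a1 (−0.11, SE 0.26) were all smaller than their SEs. In the female ACC the Gcat entries had log2 fold changes of 0.01 (SE 0.11) and −0.14 (SE 0.31). The qPCR values themselves are not analysed here.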

The results of qPCR analysis confirmed the findings of the RNAseq (Figures 4B,C,E,F).

**FIGURE 4:**
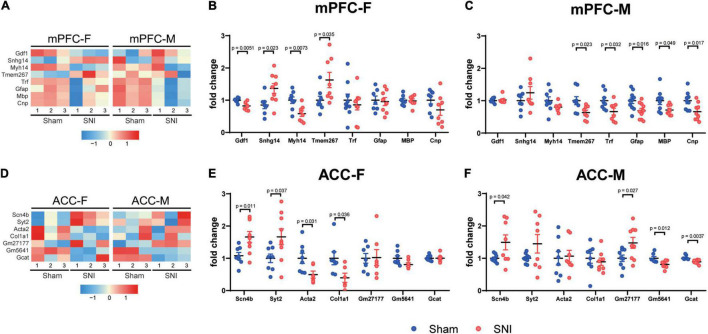
Quantitative PCR validation of the DEGs between the sham and the SNI groups in the mPFC and the ACC of mice of different sexes. Heatmaps showing relative expression levels of the selected upregulated and downregulated DEGs in the mPFC **(A)** and the ACC **(D)** of female and male mice, comparing the sham versus SNI groups. mPFC-F, the mPFC of female mice; mPFC-M, the mPFC of male mice; ACC-F, the ACC of female mice; ACC-M, the ACC of male mice. Color scales represent standardized rlog-transformed values across samples. qPCR validation results of the selected upregulated and downregulated transcripts in the mPFC **(B,C)** and ACC **(E,F)**. *N* = 6–9 mice per group. Data are analyzed by unpaired Student’s *t*-test, and presented as mean ± SEM.

Collectively, our data showed that highly distinct and sex-specific changes in the transcriptomic profiles occurred in the mPFC and the ACC at 2 weeks after SNI surgery.

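Between the sexes, Spearman's rho of the SNI effects was −0.10 over 16649 genes in the mPFC and −0.008 over 16409 genes in the ACC. Of the 100 pairs of splits of the libraries into 3 against 3, 49 and 93 gave a rho as far from 0. The sex by SNI interaction, which tests the difference between the sexes directly, is given with the counts of DEGs. The paper concludes that the changes were distinct between the regions and specific to each sex.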

### Analysis of Protein–Protein Interaction Network Identifies Hub Genes Related to Spared Nerve Injury in the Male Medial Prefrontal Cortex and the Female Anterior Cingulate Cortex

To explore the molecular interactions and the potential key drivers of the identified DEGs in the mPFC and the ACC of female and male mice after SNI surgery, we performed network analysis based on the STRING Protein–Protein Interaction database (Szklarczyk et al., 2019). Analysis of the DEGs generated a network of 105 nodes and 249 edges in male mPFC, and 20 nodes and 30 edges in female ACC (Figures 5A,B). We did not observe any network structure for the female mPFC and the male ACC, likely due to the limited number of DEGs identified in these two conditions. We further used the cytoHubba’s MCC score to identify top hub DEGs and their sub-networks (Chin et al., 2014; Li and Xu, 2019). For the male mPFC, the top 20 hub DEGs constituted a sub-network, collectively engaged in nervous system development and axon ensheathment (Figure 5A). 

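All 20 hub genes were tested in the male mPFC, and 18 were lower after SNI, with a median log2 fold change of −0.47 (FDR = 3.69e-33). Of the 20, 13 were DEGs over all genes tested and all 20 when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. All 20 were lower in the female mPFC, with a median of −0.54 (FDR = 2.72e-13), 0 DEGs over all genes tested and 15 when adjusted over the list alone. The female median was −0.25 in the fit without female SNI mPFC replicate 1. The STRING network is not analysed here.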

For the female ACC, the top eight hub DEGs formed a sub-network, encoding the components of extracellular matrix (Figure 5B).

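The 8 hub genes were all lower in the female ACC after SNI, with a median log2 fold change of −0.58 (FDR = 1.77e-27). Only Col3a1 was a DEG over all genes tested, and 8 were called when adjusted over the list alone, which the study had chosen on the same libraries. Tagln changed by −0.59 (SE 0.15), Serping1 by −0.56 (SE 0.11), C4b by −0.48 (SE 0.12) and Igf2 by −0.72 (SE 0.20), with adjusted p-values of 0.303 to 0.568. The log2 fold change of Igf2 was −0.32 without female sham ACC replicate 1.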

**FIGURE 5:**
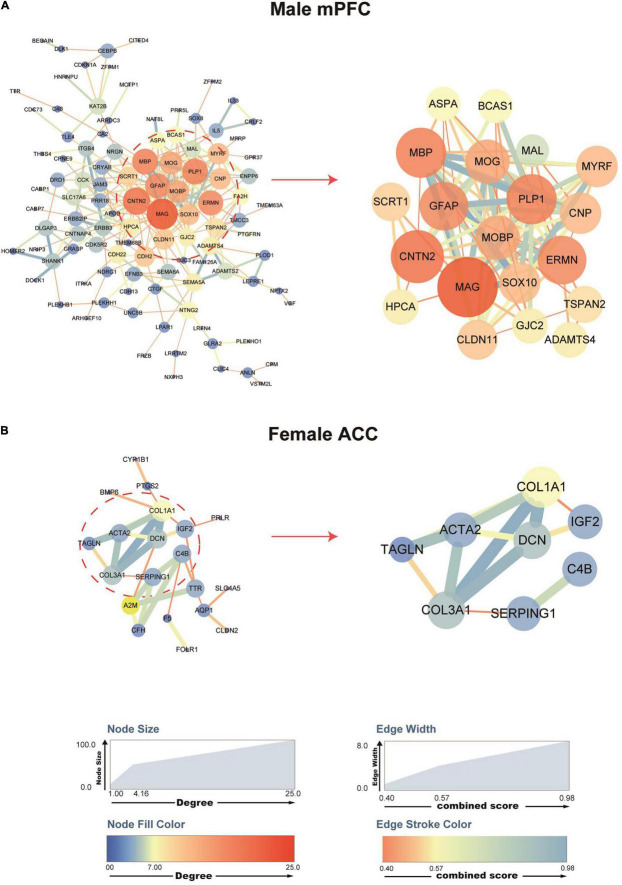
Protein–protein interaction (PPI) networks of the DEGs in the male mPFC and female ACC, comparing the sham versus the SNI groups. STRING PPI networks depicting the potential interactions of the DEGs in the mPFC **(A)** and the ACC **(B)** at 2 weeks after SNI. The color and size of the nodes are relative to the degree of the connectivity, and the color and size of the edges are relative to the combined score of the interactions.

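In the male mPFC, Mobp fell from 461 ± 44.4 to 307 ± 63.7 CPM after SNI (SD, n = 3), a log2 fold change of −0.58 (SE 0.11, adjusted p = 0.0607), and Mog from 32.2 ± 2.53 to 21.7 ± 4.2 CPM (−0.56, SE 0.11, adjusted p = 0.0607). Mobp was called in 3 and Mog in 2 of the 6 fits that each left out 1 library, with adjusted p-values up to 0.309 in the others.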

Of note, among the top hub DEGs in the network for male mPFC, *Mal* (myelin and lymphocyte protein), *Cnp* (2′,3′-cyclic nucleotide 3′-phosphodiesterase), *Plp1* (proteolipid protein 1), *Mobp* (myelin associated oligodendrocyte basic protein), *Mbp* (myelin basic protein), and *Mog* (myelin oligodendrocyte glycoprotein) were functionally related to the myelination process and also among the top 20 DEGs whose expression was most significantly downregulated after SNI. Similarly, in the female ACC network, the hub DEGs, including *Col3a1* (collagen type III alpha 1 chain) and *Dcn* (decorin), were important components of the extracellular matrix and they were also among the top 20 DEGs whose expression was most significantly downregulated after SNI. These data suggest that decreased myelination in the male mPFC and disruption of extracellular matrix in the female ACC are likely the key factors involved in the pathological development of the comorbidity of SNI-induced neuropathic pain and depressive phenotype.

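Dcn fell from 11.5 ± 1.48 to 7.52 ± 0.994 CPM in the female ACC after SNI (SD, n = 3), a log2 fold change of −0.62 (SE 0.12, adjusted p = 0.309), and it was called without female sham ACC replicate 2 (adjusted p = 0.0474).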

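As a list, the 6 myelin hub genes had a median log2 fold change of −0.57 in the male mPFC (FDR = 4.4e-22) and −0.58 in the female mPFC (FDR = 4.44e-06). The difference between the sexes in that effect was −0.04 in the sex by SNI interaction (FDR = 0.697). For the 8 ACC hub genes the median was −0.13 in the male ACC (FDR = 0.374) and the difference between the sexes −0.48 (FDR = 6.98e-05), a call that fry (FDR = 0.491) and the estimated correlation (FDR = 0.576) did not make. The study chose both lists on these libraries. From the hub genes and their functions, the paper proposes that decreased myelination in the male mPFC and disruption of the extracellular matrix in the female ACC are key factors in the comorbidity.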

### Gene Set Enrichment Analysis of Spared Nerve Injury Versus Sham Groups Reveals Sex-Dependent Signatures in the Medial Prefrontal Cortex and the Anterior Cingulate Cortex

In order to gain functional insights of the transcriptomic changes in the mPFC and the ACC at 2 weeks after SNI surgery, we performed GSEA analysis, which does not rely on the DEGs selected by arbitrary imposed statistical cut-off parameters, but instead uses the entire list of genes ranked according to a combinational score of the fold change and the adjusted *p*-value. Thus, GSEA analysis is a sensitive method for GO/KEGG enrichment of genes with modest but coordinated changes (Subramanian et al., 2005).

We combined the GO and KEGG terms that were most significantly different between sham versus SNI groups to generate the list of top 10 gene sets for each condition (Figure 6). 

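The GO and KEGG sets of the GSEA are not used here, and gene families defined by symbol stand beside them. In the female mPFC, semaphorin and plexin genes were lower after SNI, with a median log2 fold change of −0.13 in 22 of 29 genes (FDR = 0.00107), and 0 of the 29 were called over all genes or when adjusted over the list alone. The same family had a median of −0.04 in the male mPFC (FDR = 0.114), where 2 genes were called over all genes, Sema6a (−0.28, adjusted p = 0.0722) and Sema5a (−0.33, adjusted p = 0.0985). These and Sema7a (0.19) and Sema6b (0.16) were called when adjusted over the list alone. The 4 genes are named because of these values, after they were seen. After a correction for GC content, chosen after the data were seen, the female median was −0.04 (FDR = 0.0147). Oligodendrocyte precursor markers had a median of −0.06 in the female mPFC (FDR = 0.341).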

The results showed that for the female mPFC, the most significantly regulated gene sets included oligodendrocyte differentiation, semaphoring plexin signaling pathway, negative regulation of gliogenesis, neuron fate commitment, intrinsic component of external side of plasma membrane, and germ cell nucleus (Figure 6A), which were all de-enriched after SNI. For the male mPFC, the gene sets that emerged as the most significant changes by SNI included enrichment of RNA splicing, mitochondrion organization, glutamatergic synapse, voltage gated potassium channel activity, and nucleoside triphosphatase regulator activity; de-enrichment of positive regulation of interferon gamma production and myelin sheath (Figure 6B). 

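In the male mPFC, spliceosome and splicing factor genes had a median log2 fold change of −0.02, with 23 of 68 genes higher (FDR = 0.129). Voltage-gated potassium channel genes were higher, with a median of 0.05 in 28 of 36 genes (FDR = 0.00792), 0 DEGs over all genes and 3 when adjusted over the list alone. Nuclear oxidative phosphorylation genes had a median of 0.03 in 52 of 80 genes (FDR = 0.0438). These medians are small beside those of the oligodendrocyte markers. Class I and II histocompatibility genes had a median of 0.06 (FDR = 0.88).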

Of note, most of the identified gene sets were significantly enriched in one sex, but showed no or minimal enrichment in the other sex. The exceptions were myelin sheath and germ cell nucleus in the SNI group, which showed similar degree of de-enrichment in the mPFC of both sexes (Figures 6A,B and Supplementary Table 3).

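For the oligodendrocyte markers, the difference in the SNI effect between the female and male mPFC had a median of −0.05 on the log2 scale (FDR = 0.203). It was 0.18 without female SNI mPFC replicate 1 and −0.30 without female SNI mPFC replicate 2, so it changed sign with the library. Splicing factor genes had a median of 0.06 in the female mPFC (FDR = 0.191) and potassium channel genes −0.01 (FDR = 0.829).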

**FIGURE 6:**
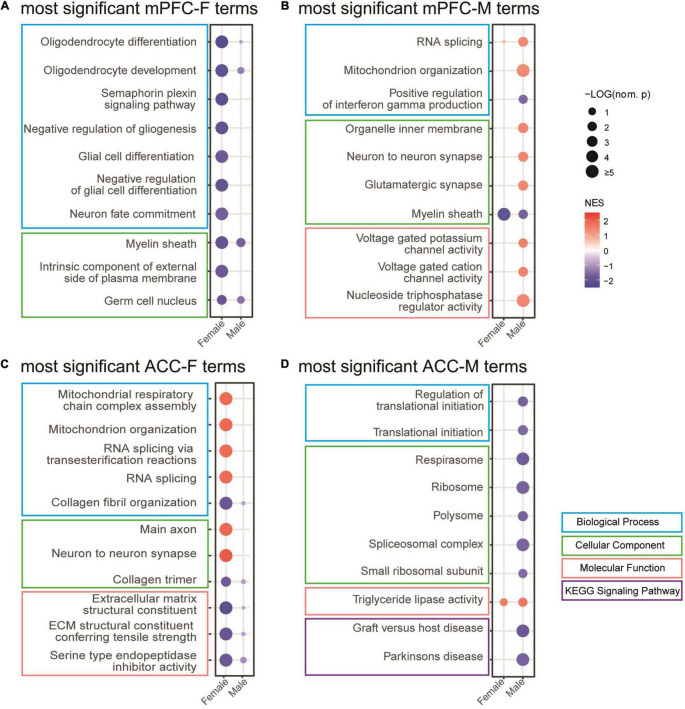
Gene set enrichment analysis (GSEA) of the transcriptomic changes in the mPFC and the ACC of female and male mice at 2 weeks after SNI. Most significantly regulated gene sets in the mPFC of female (mPFC-F, **A**) and male (mPFC-M, **B**) mice, as well as in the ACC of female (ACC-F, **C**) and male (ACC-M, **D**) mice, comparing the sham versus SNI groups. The size of the dots indicates the –log_10_ (nominal *p*) values, and the color indicates the normalized enrichment scores (NES).

For the ACC, the GSEA results revealed that the most significant changes by SNI in the female included enrichment of mitochondrial respiratory chain complex assembly, RNA splicing *via* transesterification reactions, main axon and neuron to neuron synapse; and de-enrichment of collagen fibril organization, collagen trimer, extracellular matrix structural constituent, and serine type endopeptidase inhibitor activity (Figure 6C). 

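Collagen genes fell in the female ACC after SNI, with a median log2 fold change of −0.22 in 33 of 42 genes (FDR = 5.13e-08). Of these, 1 was a DEG over all genes and 5 when adjusted over the list alone. The median was −0.09 without female sham ACC replicate 1. The family holds 44 genes, of which 37 are expressed in these libraries, 4 are shared with the meningeal fibroblast markers and 2 are in the study's SNI table. Nuclear oxidative phosphorylation genes had a median of −0.001 (40 of 80 genes higher, FDR = 0.724) and splicing factor genes −0.02 (26 of 68 genes higher, FDR = 0.189).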

In the male ACC, the top list included enrichment of triglyceride lipase activity; and de-enrichment of regulation of translational initiation, respirasome, ribosome, spliceosomal complex, graft versus host disease, and Parkinson’s disease (Figure 6D). 

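In the male ACC, ribosomal protein genes had a median log2 fold change of −0.04, with 56 of 81 genes lower (FDR = 0.00909), and the median was 0.001 without male sham ACC replicate 3. Nuclear oxidative phosphorylation genes had a median of −0.07 in 53 of 80 genes (FDR = 0.00131) and spliceosome and splicing factor genes −0.05 in 49 of 68 genes (FDR = 0.00122). The latter was −0.01 (FDR = 0.322) after the correction for GC content. Translation initiation factor genes had a median of −0.01 (FDR = 0.282) and class I and II histocompatibility genes 0.04 (FDR = 0.284). In none of these families was a gene called over all genes or when adjusted over the list alone.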

Similar to the observation in the mPFC, the gene sets in the ACC also showed sex-divergent patterns (Figures 6C,D and Supplementary Table 3).

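Over the 4 interactions, 51 list tests were called by camera and 0 by fry or with the estimated correlation. In the sex by SNI interaction of the mPFC, the calls included astrocyte (median difference −0.14, FDR = 0.00657) and mitochondrially encoded protein genes (0.35, FDR = 0.00113), the latter −0.01 after the correction for GC content. In that of the ACC they included collagen genes (−0.29, FDR = 0.000242) and nuclear oxidative phosphorylation genes (0.05, FDR = 0.00781). Ribosomal protein genes were lower in the ACC of both sexes and did not differ between them (−0.002, FDR = 0.905).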

Taken together, these data suggest that the GO and signaling pathways of the transcriptomic changes of the mPFC and the ACC at 2 weeks after SNI are also largely sex-specific.

### The Transcriptomic Profiles Between the Medial Prefrontal Cortex and the Anterior Cingulate Cortex Are Partially Distinct and Have Sex-Specific Properties in the Non-spared Nerve Injury Condition

We next wondered whether the brain area and sex-specific differences existed in the transcriptomic changes regulated by SNI in the sham (non-SNI) group of mice. Toward that end, we first compared the transcriptomic profiles between the mPFC and the ACC in the same sex of the sham groups. 

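The sham mPFC and ACC were compared within each sex, with 16746 genes tested in females and 16831 in males. In the mPFC, 2337 genes were higher than in the ACC in females and 1255 in males, and 856 of them were shared, where 174 are expected by chance among the 16507 genes tested in both. The counts moved most with the library left out. In females they came to 2268 to 7084 DEGs in both directions together, and in males to 1135 to 4654, the highest without female sham mPFC replicate 3 and male sham ACC replicate 3.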

The DEG analyses identified 1630 transcripts in female mice and 950 transcripts in male mice that were significantly enriched in the mPFC, among which 597 were shared DEGs in both sexes. 

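In the ACC, 2436 genes were higher than in the mPFC in females and 1128 in males, with 717 shared and 165 expected by chance. Every shared gene lay in the same direction in both sexes by construction of these lists. Of the 4773 female DEGs of both directions, 4760 were tested in males, and 4228 of them (88.8%) had the same direction there. Of the 2383 male DEGs, 2250 of the 2352 tested in females (95.7%) did.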

For the transcripts significantly enriched in the ACC, 2071 in female and 1294 in male mice were found, among which 708 DEGs were shared by both sexes (Figure 7A and Supplementary Table 4). Overall, more DEGs were identified in the female than the male mice, and similar amounts of DEGs were enriched in the mPFC versus the ACC (Figures 7B,C). 

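At an unadjusted p under 0.05, 5762 genes differed between the regions in females and 3853 in males. The pools of the regions did not overlap in 37.5% and 28.1% of the genes tested, where chance gives 10%. After the correction for GC content the females had 4191 DEGs and the males 4269, and the shared genes were 1291 higher and 1278 lower in the mPFC.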

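Dio3, on chromosome 12, had 6.07 ± 1.24 CPM (SD, n = 3) in the female sham mPFC and 1.07 ± 0.236 CPM in the female sham ACC, a log2 fold change of 2.51 (SE 0.23, adjusted p = 9.21e-05). In males it had 5.69 ± 1.09 and 0.914 ± 0.388 CPM (2.64, SE 0.28, adjusted p = 0.000103). It was called in both sexes in all fits that left out 1 library. Of the genes with the smallest adjusted p, Col6a1 (1.63, SE 0.07, adjusted p = 5.83e-07) and Cpne7 (1.18, SE 0.08) were higher in the female mPFC. Syt17 (1.15, SE 0.07) and Nos1 (1.17, SE 0.07) were higher in the male mPFC, and Cdh13 in both sexes (1.41, SE 0.07, in males).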

Of note, between the mPFC and the ACC, *Dio3* (iodothyronine deiodinase 3) was among the most significantly enriched transcripts in the mPFC of both sexes (Figures 7D,E). It encodes an enzyme catalyzing the inactivation of thyroid hormone, and is involved in regulating aggressive and maternal behaviors (Stohn et al., 2016, 2018). 

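Npnt had 12.8 ± 3.12 CPM (SD, n = 3) in the mPFC and 35.5 ± 1.56 CPM in the ACC of female sham mice (log2 fold change −1.46, SE 0.13, adjusted p = 9.79e-05). In males it had 14.1 ± 1.42 and 41.4 ± 3.46 CPM (−1.55, SE 0.09, adjusted p = 7.64e-06). Pvalb had 11.7 ± 3.16 and 35.4 ± 2.44 CPM in females (−1.60, SE 0.14) and 12.1 ± 1.98 and 39.8 ± 4.74 CPM in males (−1.70, SE 0.12). Kcnab3 had 17.7 ± 3.73 and 43.2 ± 3.14 CPM in females (−1.28, SE 0.12) and 18.7 ± 2.16 and 58.2 ± 7.9 CPM in males (−1.63, SE 0.11). The 3 genes were called in both sexes in all fits that left out 1 library. Nrep (−1.58), Tshz2 (−1.68) and Rora (−1.19) in females and Scn4b (−1.95) in males had the smallest adjusted p-values among the genes higher in the ACC.

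**Figure D5:**
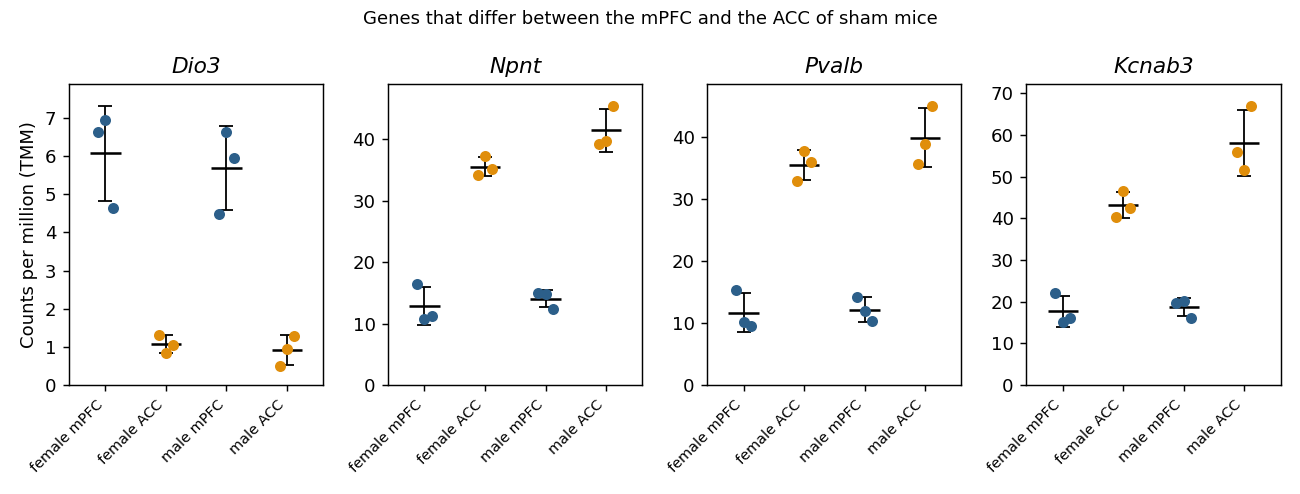
TMM-normalized CPM of Dio3, Npnt, Pvalb and Kcnab3 (y axis) in the mPFC (blue) and ACC (orange) of female and male sham mice (x axis), with 1 point per pool and the mean ± SD of 3 pools as bars. In both sexes the mPFC pools lie above the ACC pools for Dio3 and below them for the other genes.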

The top DEGs enriched in the ACC and shared by both sexes included *Npnt* (nephronectin), a member of the epidermal growth factor-like superfamily; *Pvalb* (parvalbumin), the marker for fast-spiking inhibitory neurons regulating the excitability of the targeted neurons; and *Kcnab3* (potassium voltage-gated channel subfamily a regulatory beta subunit 3), a component of potassium channel (Figures 7D,E). The identified DEGs were enriched across multiple cell types in both sexes, with the highest enrichment in oligodendrocytes and neurons (Figures 7F,G). 

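Oligodendrocyte markers did not differ between the sham mPFC and ACC as a list, with a median log2 difference of 0.001 in females (FDR = 0.906) and −0.08 in males (FDR = 0.161). Of the 40 markers, 6 and 3 were DEGs over all genes. Layer 6 neuron markers were higher in the mPFC (0.55 in females, FDR = 2.57e-12, and 0.47 in males, FDR = 1.6e-13), with 14 DEGs in each sex. Layer 5 neuron markers were lower (−0.20, FDR = 0.000424, and −0.17, FDR = 0.0019). Striatal neuron markers were higher (0.52 and 0.27), endothelial markers lower (−0.21 and −0.26) and astrocyte markers lower (−0.11 and −0.19), each called in both sexes.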

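Ependymal cell markers were higher in the mPFC than the ACC of sham mice, with a median log2 difference of 0.40 in 18 of 21 genes in females (FDR = 0.0117) and 1.13 in 22 of 22 genes in males (FDR = 8.83e-15). Axonemal and cytoplasmic dynein genes, of which 7 are also ependymal markers, were higher as well (0.24, FDR = 0.017, and 0.29, FDR = 3.95e-07). Semaphorin and plexin genes were higher in females (0.21, FDR = 0.00227) and were not called in males (0.12, FDR = 0.289).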

Further GSEA analyses revealed that the most significantly enriched gene sets in the mPFC of both sexes were related with mating, grooming behavior, microtubule formation, neuropeptide receptor activity, axon guidance and notch signaling pathway (Figure 7H). On the other hand, the top gene sets enriched in the ACC of both sexes were related with mitochondrial function, potassium channel regulator activity, extracellular matrix, Parkinson’s disease, oxidative phosphorylation as well as complement and coagulation cascades (Figure 7I and Supplementary Table 5). 

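Nuclear oxidative phosphorylation genes were lower in the mPFC than the ACC, with a median log2 difference of −0.13 in 64 of 80 genes in females (FDR = 2.92e-06) and −0.05 in 58 of 80 genes in males (FDR = 0.0414). Mitochondrially encoded protein genes had a median of −0.52 in females (FDR = 4.69e-07) and 0.01 in males (FDR = 0.23). Voltage-gated potassium channel genes had a median of −0.16 in females (FDR = 0.193) and −0.12 in males (FDR = 0.00155). Collagen genes had medians of −0.08 (FDR = 0.181) and −0.12 (FDR = 0.667). Meningeal fibroblast markers, which include matrix genes, were lower in the mPFC (−0.52, FDR = 4.28e-08, and −0.62, FDR = 4.56e-10).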

Of note, the gene sets of mitochondrial function, potassium channel regulator activity, extracellular matrix and Parkinson’s disease were also among the most significant ones regulated by SNI, indicating that the differences in transcriptomic changes after SNI in the mPFC versus the ACC are at least in part due to the distinct patterns of transcriptomes between these two regions at baseline.

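Of the families set beside those gene sets, nuclear oxidative phosphorylation genes were called between the regions of both sexes and, after SNI, in the male mPFC and the male ACC. Potassium channel genes were called between the regions in males and after SNI in the male mPFC and the female ACC (0.05, FDR = 0.00122). Collagen genes were called after SNI in the female ACC and between the regions in neither sex. From the gene sets found in both kinds of comparison, the paper proposes that the baseline difference between the regions accounts for part of the difference in their changes after SNI.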

**FIGURE 7:**
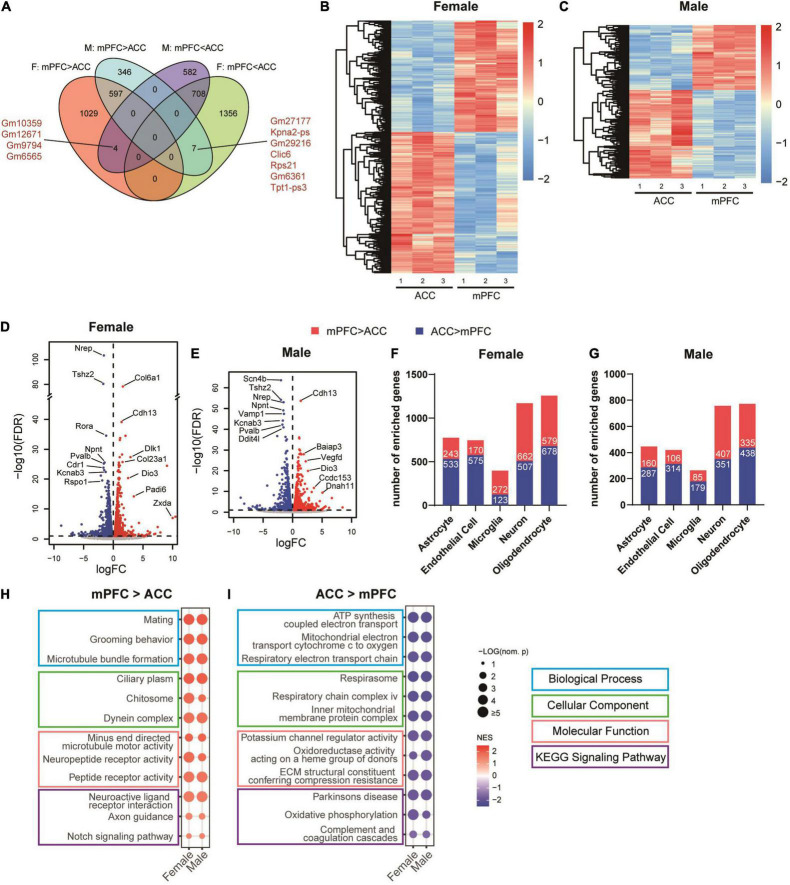
Differences between the transcriptomic profiles of the mPFC versus the ACC of female and male mice in the sham group. **(A)** Venn diagram depicting partial overlaps of the DEGs comparing the mPFC versus the ACC between the female and male mice. F, female; M, male. mPFC > ACC: transcripts expressed significantly more in the mPFC than in the ACC; mPFC < ACC: transcripts expressed significantly more in the ACC than in the mPFC. Hierarchical clustered heatmaps showing relative expression of the DEGs comparing the ACC versus the mPFC in the female **(B)** and male **(C)** mice from the sham group. Color scales represent standardized rlog-transformed values across samples. The volcano plots of the DEGs in the female **(D)** and male **(E)** mice, with horizontal lines at the –log_10_ (false discovery rate, FDR) = 1 and vertical lines at log_2_ (fold change, FC) = 0. Blue dots represent transcripts expressed significantly more in the ACC than the mPFC, and the red dots represent transcripts expressed significantly more in the mPFC than the ACC. The numbers of DEGs enriched in different cell types in the female **(F)** and male **(G)** mice, comparing the mPFC versus the ACC. Top differentially enriched gene sets in the mPFC **(H)** versus the ACC **(I)**. The size of the dots indicates the –log_10_ (nominal *p*) values, and the color indicates the normalized enrichment scores (NES).

To further characterize sex-dependent transcriptomic signatures in the brain regions of interest, we performed DEG analyses of the female versus male transcriptomes in the mPFC and the ACC of the sham groups. The results showed that the expression levels of 61 transcripts of the mPFC and 41 transcripts of the ACC were higher in the female than the male mice. Ten of these transcripts were shared by the mPFC and the ACC, among which *Xist*, *Eif2s3x*, and *Ddx3x* are located within the X chromosome (Figure 8A). 

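In the sham groups 16907 genes of the mPFC and 16704 of the ACC were tested between the sexes. Females had 13 genes higher than males in the mPFC and 9 in the ACC. The mPFC count moved most with 1 library left out: without female sham mPFC replicate 3 there were 2667 DEGs of both directions, against 30 with all libraries. A split of the same libraries that mixed the sexes gave 877. The ACC count of 16 became 69 without male sham ACC replicate 3, 110 without a low-count filter and 112 in the exact test with classic dispersions, which was chosen after the data were seen.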

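Of these genes 5 were shared: Xist, Eif2s3x, Pisd-ps1, AC149090.1 and Gm47283, where 0.00657 are expected by chance. Xist had 15770 to 17544 counts in the female and 5 to 76 in the male mPFC (log2 fold change 9.14, SE 0.49) and 13914 to 16686 and 1 to 14 in the ACC (11.12, SE 0.44). Eif2s3x was higher by 0.48 (SE 0.05, adjusted p = 0.00293) in the mPFC and 0.65 (SE 0.08, adjusted p = 0.0103) in the ACC. In the ACC its adjusted p was 0.108 without female sham ACC replicate 2 and 0.102 without female sham ACC replicate 3. Ddx3x was higher by 0.29 (SE 0.06, adjusted p = 0.196) and 0.43 (SE 0.08, adjusted p = 0.175) and was not called in either region. Pisd-ps1 (1.03 and 1.05), AC149090.1 (1.20 in the mPFC, adjusted p = 0.00349) and Gm47283 (2.24 and 2.37) were also higher in females, and the annotation places Gm47283 on the Y chromosome. Pisd-ps1 was called in only 1 of the 6 fits that each left out 1 library of the mPFC (without female sham mPFC replicate 3) and 1 of the 6 in the ACC (without male sham ACC replicate 3), with adjusted p-values up to 0.36 and 0.157 in the others.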

The expression levels of 97 transcripts in the mPFC and 37 transcripts in the ACC were significantly higher in the male than the female mice. Seven of these transcripts were shared by the mPFC and the ACC, among which *Ddx3y*, *Eif2s3y*, *Uty*, and *Uba1y* are located within the Y chromosome (Figure 8A and Supplementary Table 6). 

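Males had 17 genes higher than females in the sham mPFC and 7 in the sham ACC. Among those of the mPFC was mt-Co2, with 874 ± 113 CPM in males and 458 ± 84.1 CPM in females (SD, n = 3, log2 fold change −0.93, SE 0.12, adjusted p = 0.0102). When the SNI libraries of the mPFC are included, 2 of the 6 female libraries had more mt-Co2 than the lowest male library. Those 2 and that male library were SNI libraries.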

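Of the genes higher in males, 4 were shared by the regions, Ddx3y, Eif2s3y, Uty and Kdm5d, all on the Y chromosome. Ddx3y had 4 to 5 counts in the female and 1226 to 1442 in the male mPFC (log2 fold change −8.06, SE 0.34) and was at least 454-fold lower in females in the ACC. Eif2s3y was at least 187-fold lower in the mPFC and changed by −8.35 (SE 0.76) in the ACC. Uty was at least 117-fold and 123-fold lower. Kdm5d, which kept 11 to 27 counts in females, changed by −4.63 (SE 0.15) and −5.18 (SE 0.22). Uba1y had 3 to 14 counts in the male mPFC and 9 to 10 in the male ACC, and 0 to 1 in females, at least 3.29-fold and 2.98-fold lower, and it did not pass the low-count filter.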

More DEGs between female and male mice were identified in the mPFC than the ACC. 

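In all, 30 genes were called between the sexes in the sham mPFC and 16 in the sham ACC, with 1789 and 1109 genes at an unadjusted p under 0.05. The sexes did not overlap in 14.7% and 13.6% of the genes tested, where chance gives 10%. Of the 28 mPFC DEGs that were tested in the ACC, 20 (71.4%) had the same direction there. In the exact test without a low-count filter or a design matrix, chosen after the data were seen, 90 of 158 (57%) did, and after the correction for GC content, chosen likewise, 70 of 92 (76.1%). The 20 genes of the main call include the sex-linked Xist, Eif2s3x, Ddx3y, Eif2s3y, Uty and Kdm5d, and the share among autosomal genes alone was not computed. Whether the difference between the sexes itself differs between the regions was not tested.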

In the mPFC, more DEGs were enriched in the male than female mice, whereas similar amounts of DEGs were enriched in the female and male ACC (Figures 8B,C). Beyond the genes located in X or Y chromosomes, the noticeable top enriched transcripts in the female mPFC included *Myh7*, which encodes myosin heavy chain 7, and *Col6a1*, which encodes collagen type VI alpha 1 chain, the basic structural unit of collagen VI. 

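Myh7 had 27 ± 0.448 CPM (SD, n = 3) in the female and 18.6 ± 0.819 CPM in the male sham mPFC (log2 fold change 0.54, SE 0.07, adjusted p = 0.00717), and it was called in all 6 fits that each left out 1 library. Col6a1 had 105 ± 9.34 and 76 ± 4.68 CPM (0.47, SE 0.07, adjusted p = 0.0441). It was called in 2 of those fits, and its adjusted p was 0.107 to 0.256 without female sham mPFC replicate 1 or 2 or male sham mPFC replicate 2 or 3. Collagen genes as a family were higher in the female sham mPFC, with a median log2 difference of 0.25 in 35 of 42 genes (FDR = 8.64e-08).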

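Tpt1-ps3, a processed pseudogene, had 25.6 ± 1.38 CPM (SD, n = 3) in the female and 40.8 ± 6.18 CPM in the male sham mPFC, a log2 fold change of −0.67 (SE 0.10, adjusted p = 0.036). Its adjusted p was 0.217 without female sham mPFC replicate 1 and under 0.1 in the other 5 such fits. Krt17 had 0 to 1 counts in the female and 7 to 16 in the male pools, at least 4.12-fold lower in females, and did not pass the low-count filter.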

The most significantly enriched transcripts in the male mPFC included *Tpt1-ps3* (tumor protein, translationally controlled, pseudogene 3) and *Krt17* (keratin 17), both of which regulate tumorigenesis (Fiucci et al., 2003; Yang et al., 2019; Figure 8D). 

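Ide had 76.2 ± 1.31 CPM (SD, n = 3) in the female and 50.7 ± 0.586 CPM in the male sham ACC, a log2 fold change of 0.59 (SE 0.05, adjusted p = 0.002), and was called in all 6 fits that each left out 1 library. In the sham mPFC its log2 fold change was 0.41 (SE 0.08, adjusted p = 0.103). Irs2 had 89.4 ± 2.27 and 117 ± 2.07 CPM (−0.38, SE 0.06, adjusted p = 0.0608). It was called only without male sham ACC replicate 3 (adjusted p = 0.00557), and its adjusted p was 0.146 to 0.502 in the other 5 fits.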

The noteworthy sex-different transcripts in the ACC included *Ide* (insulin degrading enzyme; female > male), which regulates the catabolism of insulin and β-amyloid (Tundo et al., 2013); and *Irs2* (insulin receptor substrate 2, male > female), which provides an alternative route for insulin signaling (Copps and White, 2012; Figure 8E). The differential expression of *Ide* and *Irs2* indicates the possibility of distinct responses to insulin in the female versus male ACC. 

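From the values of Ide and Irs2, the paper proposes that the female and male ACC may respond differently to insulin.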

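Between the sexes of the sham groups, oligodendrocyte markers were lower in females, with a median log2 difference of −0.16 in the mPFC (36 of 40 genes, FDR = 3.76e-12) and −0.24 in the ACC (38 of 40 genes, FDR = 5.82e-10). Over all genes, 2 and 0 of them were DEGs, and 16 and 0 when adjusted over the list alone. Astrocyte (0.10), endothelial (0.14) and meningeal fibroblast markers (0.22) were higher in the female mPFC. In the ACC meningeal markers were higher in females (0.20, FDR = 0.00131), but the median was −0.01 without female sham ACC replicate 1. Immediate early genes were lower in the female ACC, with a median of −0.22 in 30 of 34 genes (FDR = 2.15e-18).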

The identified DEGs were enriched across multiple cell types in the mPFC and the ACC (Figures 8F,G). We further performed GSEA analyses to compare female versus male mPFC and ACC. We found sex-differences across multiple domains of GO and KEGG signaling pathways in both brain regions. 

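Of the families called both between the sexes of the sham mPFC and after SNI there, mitochondrially encoded protein genes were lower in sham females than sham males (median −0.32, FDR = 1.08e-07) and rose after SNI in females (0.42, FDR = 1.65e-07). After the correction for GC content these medians were −0.15 and 0.18. In the ACC they were higher in sham females (0.23, FDR = 3.9e-09) and fell after SNI in males (−0.38, FDR = 1.6e-07). Ribosomal protein genes were lower in the female sham mPFC (−0.08, FDR = 1.02e-10) and did not differ in the sham ACC (−0.01, FDR = 0.727), and after SNI they fell in the female ACC (−0.04, FDR = 6.8e-05).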

The sex-specific gene sets in the sham groups were partially overlapped with the most significantly altered gene sets in different sexes by SNI (Figures 6A–D, 8H,I and Supplementary Table 7).

**FIGURE 8:**
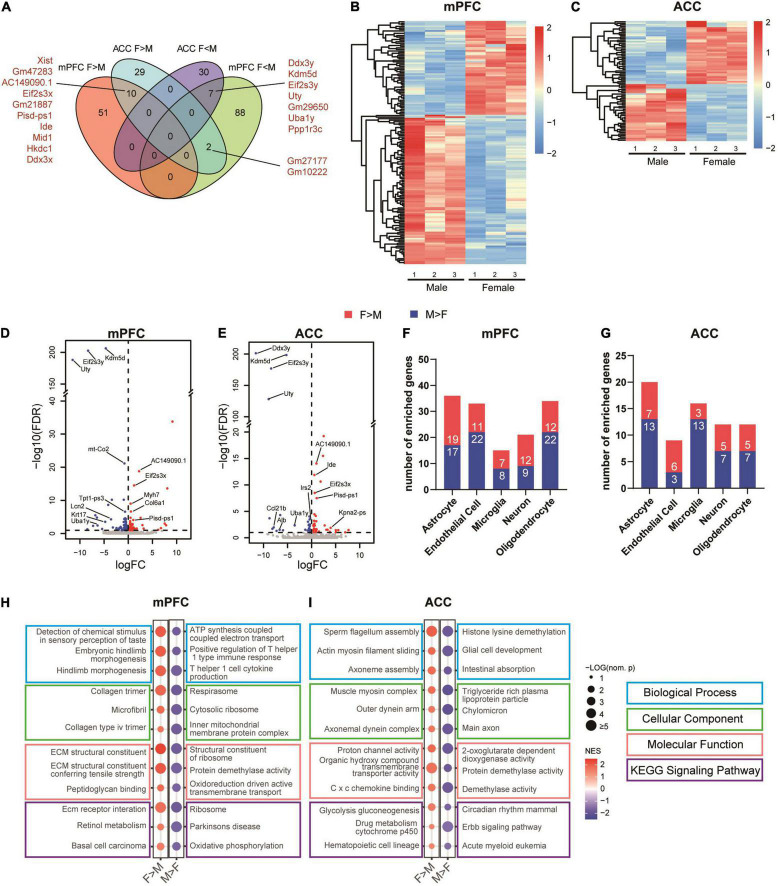
Sex differences in the transcriptomic profiles of the mPFC and the ACC in the sham group. **(A)** Venn diagram depicting partial overlaps of the sex-specific DEGs between the mPFC and the ACC. F > M: transcripts expressed significantly more in the female than in the male mice; F < M: transcripts expressed significantly more in the male than in the female mice. Hierarchical clustered heatmaps showing relative expression of the sex-specific DEGs in the mPFC **(B)** and the ACC **(C)** from the sham group. Color scales represent standardized rlog-transformed values across samples. The volcano plots of the sex-specific DEGs in the mPFC **(D)** and the ACC **(E)**, with horizontal lines at the –log_10_ (false discovery rate, FDR) = 1 and vertical lines at log_2_ (fold change, FC) = 0. Blue dots represent transcripts expressed significantly more in the male than in the female mice, and the red dots represent transcripts expressed significantly more in the female than in the male mice. The numbers of specific DEGs enriched in different cell types in the mPFC **(F)** and the ACC **(G)**. Top sex-specific differentially enriched gene sets in the mPFC **(H)** and the ACC **(I)**. The size of the dots indicates the –log_10_ (nominal *p*) values, and the color indicates the normalized enrichment scores (NES).

Collectively, these findings suggest the already existed difference of transcriptomic profiles between the mPFC and the ACC of non-SNI sham group in a sex-specific manner, which may contribute to the region- and sex-specific alternations in the transcriptomic profiles induced by SNI.

## Discussion

In summary, the current study reveals the distinct nature of the transcriptomic profiles of the mPFC and the ACC in a sex-specific manner at 2 weeks after SNI, an early time point when mice began to show mild depression-like phenotypes. Given that sex difference exists in susceptibility to both pain and depression (Bartley and Fillingim, 2013; Altemus et al., 2014), and that the mPFC and the ACC are known brain regions for their critical but opposite roles in the comorbidity of pain and depression (Barthas et al., 2015; Sellmeijer et al., 2018; Kummer et al., 2020), our findings provide a valuable resource for elucidating the molecular mechanisms underlying the differential regulation of the mPFC and the ACC in different sexes during early development of the comorbidity of pain and depression. In addition, these findings should pave the way for the development of targeted therapeutics for the treatment of chronic pain and its affective disorders.

Several epidemiological studies of chronic pain have well documented that the prevalence of chronic pain and depression is higher in women than men (Williams et al., 2003; Fillingim et al., 2009; Ruau et al., 2012; Vetvik and MacGregor, 2017). Although social and cultural factors may contribute to the differences (Meints and Edwards, 2018; Mills et al., 2019), biological factors cannot be ignored. However, the preclinical studies of pain and its associated affective disorders have been largely relied on male rodents. Direct comparison of the similarity and differences between sexes have rarely been reported (Mogil, 2020). In the current study, we first compared the mechanical pain and depression-like behaviors in female and male mice after SNI surgery, which, however, did not exhibit significant sex differences, except that the decrease in mechanical pain threshold was relatively larger in the female mice than in the male mice. We reason that several factors may contribute to the lack of sex-differences in our behavioral tests. First, SNI is a procedure that generates robust and persistent stimulation to pain fibers, which is hard to tolerant (Decosterd and Woolf, 2000; Guida et al., 2020), whereas sex-differential sensitivity to pain may be more relevant to lower magnitudes of painful stimuli. Second, the sex differences in tolerance to chronic pain and development of associated depressive phenotypes are likely due to in part the differential adaptation to chronic pain conditions. The current study only examined behavioral changes over the first 4 weeks after SNI, but sex-contributed phenotypic difference may require more time to emerge. Third, we cannot exclude the possibility that the behavioral tests used in this study weren’t sensitive enough to reveal the sex differences.

Despite limited differences at the behavioral level were detected, robust sex differences were observed at the transcriptional level after SNI. Interestingly, comparing the sham group versus the SNI group, more DEGs were identified for the male mice than the female mice in the mPFC, whereas the opposite patterns occurred in the ACC, indicating differential modulation of the two brain regions in different sexes. Consistent with this notion, Jones and Sheets reported that SNI selectively increased the excitability and the excitatory synaptic currents of the parvalbumin-expressing (PV^+^) inhibitory neurons in the layer 5 of the mPFC of male mice but not female mice (Jones and Sheets, 2020). As PV^+^ neurons are critical for controlling the excitability of the targeted pyramidal neurons (Hu et al., 2014), the change mentioned above may lead to greater reduction of overall excitability in the mPFC of the male mice than female mice, which in turn is thought to contribute to greater attention deficits in male and female individuals with chronic pain (Shiers et al., 2018; Jones and Sheets, 2020). On the other hand, women but not men with chronic low back pain showed alterations in the functional connectivity of the subgenual ACC (sgACC) (Osborne et al., 2021). It would be of interest to examine how the sex-specific and distinct changes in the transcriptomic profiles of the mPFC and the ACC may be related to their functional alterations during neuropathic pain.

In addition to the differences in the numbers of DEGs, we found that the DEGs induced by SNI in the mPFC and the ACC showed little overlaps between female and male mice. The GSEA results further revealed largely distinct enrichment of transcriptomes in the GO and signaling pathways induced by SNI in female versus male mice. These findings are consistent with the emerging evidences, suggesting that clear differences existed in the mechanisms underlying chronic pain processing and the development of affective disorders during chronic pain progression at the system, cellular, and molecular levels (Barthas et al., 2015; Zhu et al., 2021). Such mechanistic differences may contribute to the differential sensitivity and tolerance of chronic pain and susceptibility to pain-induced depression, as well as differential treatment options for female and male patients (Bartley and Fillingim, 2013; Meints and Edwards, 2018). By directly comparing female and male transcriptomes in the two brain hub regions for the comorbidity of pain and depression, our study provides a useful resource for further dissecting and understanding the mechanisms contributing to the dynamic interaction of neuropathic pain and depression.

The sex-differences in the transcriptomic changes of the mPFC and the ACC after SNI were partially overlapped with the sex-differences in the transcriptomes of the two regions in the sham group. These findings suggest that the already existed biological differences in the female and male brains, which may be due to genetic, genomic imprinting, and hormonal differences in different sexes (Ngun et al., 2011; Mogil, 2012; Choleris et al., 2018), may contribute to their differential responses and adaption to chronic pain and its affective disorders like depression.

While the mPFC and the ACC are both activated by acute pain, chronic pain leads to opposite phenotypes in the two regions: hypoactive mPFC and hyperactive ACC accompanied by long-lasting changes in synaptic plasticity (Bliss et al., 2016; Sellmeijer et al., 2018; Tan and Kuner, 2021). However, direct comparison of the mechanisms underlying the divergent alterations of the mPFC versus the ACC by chronic pain remains under-investigated. Here, we showed that the transcriptomic profiles between the mPFC and the ACC were dramatically different in the sham condition and after SNI. Interestingly, after SNI, the most noticeable changes in the mPFC involved the downregulation of transcripts related to myelin formation, glia development, and axonal transportation. These processes are known to be prerequisite for the establishment and maintenance of proper functions of neural circuits during developmental stages and in the adulthood (Almeida and Lyons, 2017; Monje, 2018; Stadelmann et al., 2019). Therefore, we speculate that the impairment of these processes during early phase of neuropathic pain likely weakens the functional connectivity of the mPFC, which then contributes to the development of hypoactive phenotype. On the other hand, the most significantly upregulated transcripts in the ACC include *Syt6* and *Syt2*, two genes that encode different subtypes of synaptotagmins. Synaptotagmin-2 is one of three major synaptotagmins that are required for fast synchronous neurotransmitter release from presynaptic terminals, which also play important roles in long-term potentiation (LTP) and short-term synaptic plasticity of excitatory synapses (Chen et al., 2017; Wolfes and Dean, 2020). Synaptotagmin-6 is a key component of the acrosomal exocytosis process, which involves in exocytosis of neuropeptides such as BDNF (Dean et al., 2009). The upregulation of the *Syt6* and *Syt2* expression in the ACC after SNI may be involved in the regulation of LTP and hyperactivity of ACC neurons. However, it should be emphasized that increasing evidences have suggested that chronic pain induces distinct changes in diverse subtypes of neurons (including excitatory and different types of inhibitory neurons) in different layers of the mPFC and the ACC (Bliss et al., 2016; Tan and Kuner, 2021). Therefore, it is important to investigate in the next steps which neuronal populations are most affected by the key transcriptomic changes induced by SNI in the mPFC and the ACC.

How are changes at the transcriptional level in the mPFC at 2 weeks after SNI surgery related to the pathological development of depression during neuropathic pain? It has been reported previously that the PFC in patients with depression exhibits a hypoactive feature (Kupfer et al., 2012; Li et al., 2016). The PFC and the nucleus accumbens (NAc) receive dopaminergic innervation from the ventral tegmental area (VTA), also known as the brain’s reward circuits that are involved in the regulation of the susceptibility of depressive phenotypes, pain perception, and addictive behaviors (Russo and Nestler, 2013; Navratilova and Porreca, 2014). Optogenetic activation of glutaminergic projection of mPFC-to-NAc resulted in increased resilience to stress-induced depressive phenotypes (Bagot et al., 2015), while optogenetic suppression of VTA-to-mPFC neurons promoted susceptibility (Chaudhury et al., 2013), results that are in agreement with the numerous literatures on human and animal studies that support a general function of the mPFC to render individual resistance to stress and other negative stimuli, whereas dysfunction of mPFC can result in increased susceptibility to depression (Gomes and Grace, 2017; Hare and Duman, 2020). Importantly, elevation of the mPFC activity in the animal models, which also affect the reward circuits as mentioned above, can alleviate depression-like behaviors as well as hyperalgesia, suggesting that the mPFC acts as a hub which can regulate both pain and depression (Kummer et al., 2020; Liang et al., 2020). It is worth noting that in the clinical settings, repeated, non-invasive electrical or magnetic field stimulation targeting the mPFC has been found to ameliorate chronic pain as well as depressive symptoms, at least for a subset of patients who showed altered mPFC activity and connectivity (Borckardt et al., 2017; Ong et al., 2019; Hare and Duman, 2020; Scangos et al., 2021; Tan and Kuner, 2021). Ketamine, a fast-acting antidepressant, also appears to rapidly induce elevation of mPFC activity (Berman et al., 2000; Hare and Duman, 2020). These findings highlight the mPFC as an intercepted region for developing the comorbidity of pain and depression, and the importance of elucidating the molecular signatures and their underlying mechanisms that may contribute to the regulation of the neuronal activity of mPFC and its connecting strength to other brain regions in the reward circuits.

How does the mPFC become hypoactive in both chronic pain and depression? A growing number of studies have suggested the potential involvement of non-neuronal brain cells in depression. During the early pathogenesis of depression, alterations of non-neuronal brain cells may precede and lead to neuronal dysfunction (Cathomas et al., 2022). In line with this notion, we found in the current study that downregulation of myelination was the most striking change in the mPFC of both female and male mice at 2 weeks after SNI, when depressive-like behaviors began to emerge. In the mPFC of male mice after SNI, more than half of the downregulated transcripts were enriched in the oligodendrocytes. The myelin-related and oligodendrocyte-enriched genes, such as *Mal*, *Cnp*, *Plp1*, *Mobp*, *Mbp*, and *Mog* were among the most downregulated genes as well as the most strongly associated hub genes in the PPI network in the male mPFC. On the other hand, for the mPFC in female mice after SNI, we observed modest changes in the expression of individual genes enriched in oligodendrocytes and engaged in myelination, but highly coordinated expressional changes across multiple genes in the related gene sets. These led to the findings from our GSEA analysis that downregulation of gene sets involved in oligodendrocyte development and myelin sheath were the most prominent features after SNI. Thus, although gene expression patterns differ greatly between female and male mice after SNI, dysfunction of myelination process emerged to be the most pronounced alteration in the mPFC in both sexes. Interestingly, recent studies have also found decreases in oligodendrocytes and impairment of myelin in the mPFC after several types of stress that produce depressive phenotypes (Liu et al., 2012; Makinodan et al., 2012; Bonnefil et al., 2019). Selective demyelination of the mPFC induced by focal injection of lysolecithin reduced social interaction, a depression-related phenotype in mice, whereas clemastine, a compound that induced oligodendrocyte differentiation in the mPFC, alleviated depressive-like social avoidance induced by prolonged social isolation (Liu et al., 2016; Bonnefil et al., 2019). Oligodendrocytes in the mPFC have also been reported to play an important role in pain management. Downregulation of myelin-related proteins and oligodendrocyte apoptosis were observed in rats with fentanyl-induced hyperalgesia, whereas prophylactic blockage of oligodendrocyte apoptosis in the mPFC prevented hyperalgesia to occur (Wang et al., 2022). Together with these findings, our study suggests that restoring oligodendrocytes and myelin in the mPFC may be key to the treatment of comorbidity of pain and related depression.

In addition to the mPFC, the ACC has also been identified as a critical region in the pathological development of depression, particularly in the context of chronic pain (Barthas et al., 2015; Tan and Kuner, 2021). Abnormally increased activities in the sgACC and the perigenual ACC (pgACC) have been observed in patients with major depressive disorder and has been correlated with anhedonia, a typical symptom of depression (Philippi et al., 2015; Rupprechter et al., 2021; Pizzagalli and Roberts, 2022). The fast-acting antidepressant ketamine reduced sgACC and pgACC activity. Importantly, this reduction was associated with an anti-anhedonia effect at the behavioral level (Alexander et al., 2021). In neuropathic pain, lesion or inactivation of ACC reduced pain-related depressive symptoms, whereas activation of the ACC induced aversion to the place of its administration (Barthas et al., 2015; Zhang et al., 2017). Therefore, the ACC is also a key brain region at the interface between pain and depression.

In the present study, the transcriptome of ACC was significantly altered by SNI in the female mice, while only a limited numbers of DEGs were detected in the ACC of male mice. Given the importance of ACC in depression (Etkin et al., 2011; Pizzagalli and Roberts, 2022), and female subjects being more prone to depression than male subjects (Altemus et al., 2014; Bangasser and Cuarenta, 2021), we speculate that the sex-differences in transcriptional changes in the ACC after SNI may contribute to the differential prevalence of depression as neuropathic pain progresses. This speculation, however, awaits further experimental testing. In the ACC of female mice after SNI, besides upregulation of the synaptotagmins, the most notable change was the reduction of genes encoding extracellular matrix components. These genes also constituted the central sub-network of hub genes in the PPI network of the DEGs in the female ACC after SNI. Furthermore, GSEA analysis of the ACC transcriptome of female mice showed that downregulation of collagen fibril organization, collagen trimer, extracellular matrix structural constituent, and serine type endopeptidase inhibitor activity were the most prominent changes after SNI. Collectively, these findings reveal that the disruption of extracellular matrix in the ACC of female mice is a major event accompanying the early development of depressive-like phenotypes at 2 weeks after SNI surgery.

Extracellular matrix, which accounts for 20% of the brain’s volume, not only provides a supporting scaffold for other brain cells, but also acts as the first messengers for transmission of extracellular signals to modulate neuronal functions (Dityatev et al., 2010; Barros et al., 2011; Laham and Gould, 2021). Formation of extracellular matrix at the end of the “critical period” during visual cortex development serves as an essential mechanism to restrain structural plasticity (Hensch, 2005; de Vivo et al., 2013). In the adulthood, it has been reported that remodeling of extracellular matrix is required for *de novo* synapse formation, various forms of synaptic plasticity, and fear memory erasure (Tajerian et al., 2018; Laham and Gould, 2021). In the context of neuropathic pain, Kawasaki et al. (2008) reported the distinct roles of acutely up-regulated matrix metalloproteases-9 and delayed induction of matrix metalloproteases-2, two proteases involved in the breakdown of extracellular matrix and cytokines, in the dorsal root ganglion for the development of early- and late-phase neuropathic pain indued by spinal nerve ligation. Inhibition of matrix metalloproteases-9 and matrix metalloproteases-2 by pharmacological or siRNA-based strategies effectively produced anti-allodynic effect (Kawasaki et al., 2008). Li et al. (2021) reported that SNI reduced the expression of LAMB1, a major component of extracellular matrix in the ACC. Knockdown of LAMB1 in the ACC increased the release probability of neurotransmitters and led to abnormal postsynaptic spine remodeling, which in turn increased pain sensitivity and caused depression-like behaviors (Li et al., 2021). Our findings now showed that the decrease of extracellular matrix is a major event in the early development of depressive phenotypes after SNI, further highlight the restoration of extracellular matrix in the ACC as a potential therapeutic strategy for the treatment of pain and depression comorbidity.

In conclusion, our study reveals that at 2 weeks after SNI, an early time point when the mice began to show mild depressive symptoms, the transcriptomic changes in the mPFC and the ACC are highly distinct and sex-specific. Female mice exhibited stronger transcriptomic changes in the ACC than male mice, while the opposite was observed in the mPFC. The transcriptomic changes occurred across multiple brain cell types. We further identified downregulation of myelin-related transcripts in the mPFC of both sexes, as well as upregulation of synaptotagmins and downregulation of extracellular matrix components in the female ACC as the most prominent changes induced by SNI. Taken together, these findings demonstrate the transcriptional dimorphism in both sexes and brain areas induced by neuropathic pain, suggesting potential therapeutic targets for the treatment of chronic pain and its related affective disorders.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE197233.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of Sun Yat-sen University.

## Author Contributions

XY and W-JL designed the study. WD, SH, XC, and YZ carried out the RNAseq analyses. WD, YL, PZ, PX, and MY carried out the experiments. XY, W-JL, SH, and WD wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Sex-Specific Transcriptomic Signatures in Brain Regions Critical for Neuropathic Pain-Induced Depression
**Source:** Front Mol Neurosci. 2022 May 18;15:886916. doi: 10.3389/fnmol.2022.886916
**Supplement:** Supplementary Table 1 — List of primers used in the qPCR validation of RNAseq results.

**Table 1 Primer sequences used for RT-PCR**

| Gene | Forward primer | Reverse primer |
| --- | --- | --- |
| *Gdf1* | CATGCCACGTGGAGGAACTA | CTGGAGGACAGACCGCTG |
| *Snhg14* | CCGTGTCAGTATGTCTGCTG | CATGAGTTGGGAACGCCATT |
| *Myh14* | CAACCTGCGAGAACGCTACTA | CTTGCCCCGGTACATTTCAAC |
| *Tmem267* | ACAGAATCCCTCATTTCCAGCA | CCGATCACTCCGTGTACTATGT |
| *Trf* | GCTGTCCCTGACAAAACGGT | CGGAAGGACGGTCTTCATGTG |
| *Gfap* | CGGAGACGCATCACCTCTG | AGGGAGTGGAGGAGTCATTCG |
| *Mbp* | GCAGAGCTTCCGACTATAAAT | TCTCTTCCTCCCAGCTTAAA |
| *Cnp* | TTTACCCGCAAAAGCCACACA | CACCGTGTCCTCATCTTGAAG |
| *Scn4b* | ACCATCTACGCTATTAACGGCT | CGCTGTTATTGTAGGACCACTT |
| *Syt2* | AGAACCTGGGCAAATTGCAGT | CCTAACTCCTGGTATGGCACC |
| *Acta2* | GTCCCAGACATCAGGGAGTAA | TCGGATACTTCAGCGTCAGGA |
| *Col1a1* | GCTCCTCTTAGGGGCCACT | CCACGTCTCACCATTGGGG |
| *GM27177* | CGCAGGGGCATTCATGATTG | CCCCAGCTCAAGGCCATTTA |
| *Gm5641* | ACCGAAGAGAGCTGTTTCTA | ACTCTGCCTGTCTTCCATAA |
| *Gcat* | GGACAGCGAACTGGAAGGG | AGTTATTGGCACAGAAGTTGAGG |

How the deposited data were processed for this re-analysis (not part of the article)

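RNA was measured in the mPFC and the ACC of female and male mice 2 weeks after SNI or sham surgery. There were 8 groups of 3 libraries, 24 in all, and each library was made from a pool of 4 to 5 animals. The pool is the unit of replication, so the spread between libraries holds less variation than the spread between single animals.

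The authors deposited 4 tables, 1 for each sex and region, whose values are counts: the number of reads that HTSeq-count assigned to each gene after adapter trimming with Trimmomatic, removal of Rfam reads with Bowtie2 and mapping with Hisat2. The counts are whole numbers without normalization. The tables name libraries by treatment and number, and the sex and region come from the table. It was checked that the mean log2 CPM of the genes in each of the paper's supplementary SNI sheets was nearest in the table of the same sex and region, which does not check single libraries. The genome build, the annotation and the strand mode of the counting are not stated in the paper's text, so no coordinates are given. Symbols, chromosomes, biotypes and GC content come from GENCODE mouse release 21, which holds 33336 of the Ensembl identifiers, and 28 have no symbol there. Overlapping genes share reads in a way that depends on the strand mode.

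The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each of 8 comparisons of 2 groups used its own 6 libraries: SNI against sham in each sex and region, the sham mPFC against the sham ACC in each sex, and sham females against sham males in each region. Genes were kept by filterByExpr on the groups compared (a count of 10 and a total of 15), counts were scaled with TMM, and the quasi-likelihood F-test was run with the legacy setting, which follows the edgeR release of the paper's methods. A gene was called at an FDR under 0.1 (Benjamini-Hochberg). The sex by SNI and region by SNI interactions were each fitted over 12 libraries, which makes 4 interactions. Lists of called genes were compared by gene identifier, with Fisher's exact test over the genes tested in both. SNI effects were correlated over genes with Spearman's rho, on differences in mean log2 CPM with a prior count of 2. The PCA used DESeq2's rlog values of the 500 most variable genes.

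Marker lists and gene families, 30 in all, were tested with camera at a preset inter-gene correlation of 0.01, in every comparison and interaction where at least 3 of the genes were measured. The marker lists cover oligodendrocytes and their precursors, astrocytes, microglia, endothelial and mural cells, meningeal fibroblasts, choroid plexus, ependymal cells, excitatory, inhibitory and striatal neurons, and neurons of layers 2/3, 5 and 6. The families are immediate early, Y-linked, ribosomal protein, nuclear and mitochondrially encoded oxidative phosphorylation, collagen, splicing, potassium channel, semaphorin and plexin, dynein, histocompatibility and translation initiation genes, and 3 lists are the paper's hub genes. Hepatocyte and keratinocyte lists were added after transcripts of those cells were seen. These lists stand beside the GO, KEGG and Zhang et al. collections, which are not used here, as are the STRING networks and the qPCR values.

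The genes named in the text are every gene that the results text or the labels of Figures 2D-G, 3A, 4, 5, 7D-E, 8A, 8D and 8E name, each in the comparison it is named for. The genes taken to qPCR are named in both sexes of their region. To these are added, in each of the 8 comparisons, the 3 higher and 3 lower genes with the smallest adjusted p among those with an FDR under 0.1 whose 3 libraries of one group all lie above the 3 of the other.

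The depth was 23853845 to 32864391 reads counted on genes per library, with a median of 26727282. A count of 3 was taken as the floor. The steps were tested on simulated data made from these libraries, with 200 genes changed: the quasi-likelihood test called 192 of them, and 30 of its 222 calls (13.5%) were unchanged genes. With a GC trend added to some of the libraries 140 of 200 were called, and 195 after the correction for it. The interaction called 183 of 200. With no gene changed, 5 of 17002 genes were called. The changed genes were drawn from well-counted genes. Each was moved by more than 0.38, the median absolute log2 fold change of the real DEGs of the male mPFC. Apart from the added GC trend, the simulated replicates shared no axis of variation. The shares called thus do not give the power for smaller changes or for the real replicate noise.

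The comparisons, tests, named-gene rule and lists other than the added ones were fixed before the data were examined. So were these alternatives: DESeq2, RLE size factors, no low-count filter, at least 10 counts in every library, the likelihood ratio test with and without the filter, the exact test without it, the current quasi-likelihood method, a single model over all 24 libraries, the replicate number as a block, and leaving out each library in turn. For the lists they were fry, an estimated inter-gene correlation and the lists without the paper's DEGs. For the PCA they were log2 CPM, all genes and 2000 genes. Chosen after the data were seen were 3 other forms of the exact test (no design matrix, classic dispersions, no TMM factors), tried beside the paper's supplementary table, and a correction of each library for a GC-content trend (lowess span 0.3), added after such a trend was seen among replicates. Samples were not left out of the main analysis.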

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

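The tests of causes named here were chosen after the results were seen, except the splits of the libraries. The correction for GC content was chosen after a GC trend was seen among replicates.

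The results below stood out because the SNI effect on a list of genes differed between sexes or regions, tested as an interaction with camera, or because a list that the paper does not discuss changed after SNI. Of the 51 interaction tests called, 16 are given here. They are those on lists the study did not pick that were also called after the correction for GC content and in every fit without 1 library, a rule chosen after the results were seen. With fry 0 of the 16 were called, and with a correlation estimated from the libraries 0. With the main settings no single gene was called in the 4 interactions (2791, 1024, 1932 and 559 genes had an unadjusted p under 0.05). DESeq2, the likelihood ratio test and the fit without a low-count filter called genes in some or all of them, as listed in the next part. Each of the 100 splits drawn for each interaction gave at least as many calls as the main settings. With a real count of 0 this holds by construction, so the splits cannot decide between chance and an effect. The list differences below may reflect genes of a list that vary together among pools: with the estimated correlation 0 lists were called in the SNI comparisons.

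Between the regions, the SNI effect on oligodendrocyte markers differed by −0.68 in females and −0.41 in males, in the direction of lower levels in the mPFC. Layer 6 neuron markers differed by −0.22 and −0.38 and semaphorin and plexin genes by −0.093 and −0.066. For males the effect also differed in ependymal cell markers (−0.29) and striatal neuron markers (−0.10), and in the opposite direction in immediate early genes (0.19). Layer 6 markers, which the paper does not discuss, fell in the male mPFC by a median of −0.274, in 20 of 21 genes, and immediate early genes rose by 0.11, in 28 of 34 genes. Adjusted over the list alone, 15 of the 21 layer 6 markers were called there, 0 in the female mPFC and 10 in the female ACC. The layer 6 difference in females thus need not come from the mPFC. In the female mPFC, 34 of 40 oligodendrocyte markers were called in this way. Against a change confined to the hub genes, the oligodendrocyte markers outside the paper's DEG tables had a median of −0.305 in the male mPFC, with 13 of 13 lower. Against GC content as the cause, the median was −0.481 after the correction. What stays open is the tissue taken: a pool with less white matter and deep cortex may carry fewer transcripts of both oligodendrocytes and layer 6 neurons. Over the 12 mPFC libraries, each centered on its group, the 2 lists correlated (Pearson r = 0.733, exact permutation p = 0.0239; Spearman rho = 0.79, exact permutation p = 0.0293), and r was 0.542 and rho 0.673 without the 2 farthest libraries. A change in these cells after SNI stays open beside it.

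In the ACC, the SNI effect differed between the sexes for meningeal fibroblast markers (−0.30), collagen genes (−0.29) and endothelial markers (−0.125). Between the regions in females it differed for meningeal fibroblast markers (0.64) and choroid plexus markers (1.41). The choroid plexus markers fell in the female ACC by a median of −1.12. Of 31 such markers, 30 were highest in female sham ACC replicate 1 among the 12 ACC libraries, and 15 have over 1 CPM in at least 12 of the 24 libraries. Ttr had 21811 counts there and 8 to 152 in the other ACC libraries. Choroid plexus tissue in that pool is a candidate explanation. The study's SNI table, all comparisons together, holds 13 of the 31 markers, so such tissue may bear on some of its DEGs. Without that pool the median in the female ACC was −0.143 and the difference between the regions was 0.05. Whether SNI lowers these markers cannot be told apart from chance: in 9 of 31 (29%, where chance gives 10%) the other two sham libraries were above the 3 SNI libraries. For the meningeal markers, leaving that pool out shrank the median to −0.257, with 32 of 35 lower. That pool may thus account for part of their fall, and a smaller fall remained in the other pools. Fewer meningeal cells in the SNI pools may account for the matrix genes, since the meningeal markers outside the paper's DEG tables fell too (median −0.384, with 24 of 25 lower). Of the 35 markers, 5 are in the hub list, 10 in the SNI table and 10 in another list. A loss of matrix transcripts within those cells stays open.

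Mitochondrially encoded protein genes differed in the SNI effect between the regions, by 0.49 in females and 0.33 in males. After the correction for GC content the female difference was 0.28 (FDR = 0.0662) and the male one 0.205 (FDR = 0.00265). A GC content bias may account for part of them, since the axis that replicates share had a Spearman rho of 0.88 with GC content. Both stayed under an FDR of 0.1 after the correction, so a change in these transcripts after SNI stays open beside it.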

How the results depend on the processing

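The tests of causes in this part were chosen after the results were seen. Counts below are given in the order female mPFC, male mPFC, female ACC and male ACC for SNI against sham (1, 84, 4 and 1 with the main settings), mPFC and ACC between the sexes (30 and 16), and sex by SNI in the mPFC and ACC and region by SNI in females and males for the interactions (0 in each). Shared genes are given for females and males in the mPFC (0), females and males in the ACC (0), the 2 regions in females (0), the 2 regions in males (0), the female mPFC and male ACC (0) and the male mPFC and female ACC (1), and for genes higher in females (5) and in males (4) in both regions.

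With RLE size factors the 12 counts and 10 overlaps stayed within 1.5 times, and the 166 called lists and 144 named genes kept direction and call. The lists called rose to 169. Their 78 calls in the male mPFC were all among the 84. Over all alternatives but leaving out libraries, 67 of 152 counts stayed within 1.5 times and 85 moved, 76 of 140 overlaps stayed and 64 moved. For the lists, 593 of 944 results kept direction and call, 346 became weaker and 5 reversed. For the named genes, 1567 of 1993 kept both, 44 became weaker and 382 stronger. Spearman's rho of the SNI effects kept its sign with a prior count of 0.5, RLE size factors and at least 10 counts in every library. The last moved it most, from −0.10 to −0.147 between the sexes in the mPFC and from 0.313 to 0.352 between the regions in males.

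DESeq2 called 13, 246, 40 and 3 genes after SNI, 102 and 63 between the sexes, and 795, 1 and 2 in the interactions of sex by SNI in the mPFC and ACC and of region by SNI in males. Shared genes were 1 in females and males in the mPFC, 1 for the regions in females, 5 for the male mPFC and female ACC and 10 higher in females. Of its 246 genes 71 were among the 84, and 134 were higher and 112 lower, against 26 and 58. It had 8 higher and 5 lower in the female mPFC, and 22 and 18 in the female ACC against 1 and 3. The cause was not tested.

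Without a low-count filter there were 590, 562, 384 and 10 genes after SNI, 414 and 110 between the sexes and 831, 103, 654 and 126 in the interactions, with 143, 3, 72, 3, 6 and 81 shared and 16 and 12 higher in females and males. With at least 10 counts in every library the SNI counts were 0 in the female mPFC (1932 genes at an unadjusted p under 0.05), 130 in the male mPFC (47 higher and 83 lower) and 0 in the male ACC (689). In the ACC 10 genes were called between the sexes, and shared genes were 0 for the male mPFC and female ACC and 1 higher in males. Fewer genes were tested under this filter by construction. The likelihood ratio test called 77, 339, 56 and 5 genes after SNI, 236 and 83 between the sexes and 255, 12, 17 and 11 in the interactions. Shared genes were 3 for the sexes in the mPFC, 1 for the regions in females, 1 for the female mPFC and male ACC, 6 for the male mPFC and female ACC, 13 higher in females and 10 in males. Without the filter it called 80, 229, 72 and 12, then 179 and 93, then 61, 16, 24 and 14, with 2, 1, 4, 1 and 8 shared (all pairs but the regions in males) and 10 and 8 higher in females and males. The cause was not tested.

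The exact test without a filter called 48, 211, 54 and 8 genes after SNI and 159 and 77 between the sexes, with 2, 1, 2, 1 and 6 shared in the same pairs and 10 and 7 higher in females and males. Its forms chosen after seeing the data gave, without a design matrix, 48, 211, 59 and 8, then 158 and 78, with 7 shared by the male mPFC and female ACC, 2, 1, 2 and 1 in the other pairs, and 10 and 7 higher in females and males. With classic dispersions they gave 76, 221, 85 and 24, then 179 and 112, with 3, 4, 6, 2 and 12 shared and 12 and 10 higher in females and males. Without TMM factors they gave 47, 215, 58 and 7, then 141 and 77, with 1, 1, 2, 1 and 6 shared and 10 and 7 higher in females and males. The cause was not tested.

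The current quasi-likelihood method called 0 genes in the female mPFC (2075 at an unadjusted p under 0.05) and 112 in the male mPFC, of which 84 were among the main ones. One model over all 24 libraries called 0 genes in the female mPFC (2968 at an unadjusted p under 0.05), 0 in the male mPFC (1207) and 0 in the female ACC (791), and 54 and 83 between the sexes. It gave 0 shared by the male mPFC and female ACC, 8 and 8 higher in females and males, and 1092 genes lower in the mPFC than the ACC of both sexes, against 717. The cause was not tested.

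The correction for GC content, chosen after seeing the data, called 0 genes in the female mPFC (1166 at an unadjusted p under 0.05), 54 in the male mPFC (45 among the 84, 11 higher and 43 lower) and 3 in the male ACC. It called 4269 genes between the regions in males, 95 and 48 between the sexes and 1 in the sex by SNI interaction of the ACC. Shared genes were 1291 higher and 1278 lower in the mPFC of both sexes, against 856 and 717, and 14 higher in females. Reversed medians were 0.004 for Y-linked genes in the male ACC (−0.22 without it), −0.013 for mitochondrially encoded protein genes and −0.024 for splicing factor genes in the sex by SNI interaction of the mPFC (0.35 and 0.08), and 0 for splicing factor genes in the region by SNI interaction of females (0.05). Removing a trend with GC content moves such lists by construction.

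Libraries share only a number across groups, and whether equal numbers mean a paired or common block is not stated. Correlations over genes between the deviations of libraries with the same number from their group means ran from −0.1 to 0.15, and in 0 of 8 comparisons were all above 0.1, so no pairing was assumed. With the replicate block there were 745 genes in the male mPFC (all 84 among them), 11 in the female ACC and 0 in the male ACC (348 at an unadjusted p under 0.05), 90 between the sexes in the mPFC and 2 in the sex by SNI interaction there, with 5 shared by the male mPFC and female ACC and 10 higher in females. The cause was not tested.

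In the PCA, log2 CPM gave 17% and 15.8% for PC1 and PC2 (42.1% and 24% with rlog), with sex on PC1 and region on PC2, all genes 36.4% and 18.4%, and 2000 genes 17.9% for PC2. Of the 166 list tests called, fry called 8 and the estimated correlation 2. The lists without the paper's DEGs, run on fewer genes, gave 104 calls in 271 tests. Of the 166 calls, 114 were run in that setting and 103 were called again. Without those genes the layer 2/3 neuron markers in the female ACC had a median of 0.011 against −0.02. That setting was not run for the region comparisons, because the paper's region table is held here only in part.

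Leaving out each library in turn kept 61 of 96 counts within 1.5 times and moved 35. After SNI the female mPFC had 0 to 2758 genes (the highest without female sham mPFC replicate 3), the male mPFC 7 (without male sham mPFC replicate 3) to 126 (without male SNI mPFC replicate 1), the female ACC 1 (without female SNI ACC replicate 1) to 136 (without female sham ACC replicate 2) and the male ACC 0 to 2305 (without male sham ACC replicate 3). Between the regions there were 2268 to 7084 genes in females (without female sham mPFC replicate 3) and 1135 to 4654 in males (without male sham ACC replicate 3). Between the sexes there were 14 to 2667 in the mPFC (without female sham mPFC replicate 3) and 10 to 69 in the ACC (without male sham ACC replicate 3). The interactions had 0 to 3283 and 0 to 2070 genes (sex by SNI in the mPFC and region by SNI in females, both without female sham mPFC replicate 3), 0 to 1698 (sex by SNI in the ACC, without male sham ACC replicate 3) and 0 to 1 (region by SNI in males).

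Shared genes ran from 0 to 20 for the sexes in the mPFC and 0 to 2 for the regions in females (both without female sham mPFC replicate 3), 0 to 1 for the sexes in the ACC and 0 to 25 for the regions in males (both without male sham ACC replicate 3), and 1 to 3 for the male mPFC and female ACC (without female sham ACC replicate 2). Between the regions they ran from 435 to 1471 higher and 436 to 1494 lower in the mPFC (both highest without male sham ACC replicate 3), and from 3 to 9 for genes higher in females (without female sham ACC replicate 2 and female sham mPFC replicate 3). Spearman's rho of the SNI effects ran from −0.19 to 0.013 between the sexes in the mPFC (without male sham mPFC replicate 2 and 1), −0.12 to 0.074 in the ACC (without female sham ACC replicate 2 and 1), −0.12 to 0.083 between the regions in females (without female sham ACC replicate 1 and 2) and 0.21 to 0.36 in males (without male sham mPFC replicate 1 and 2).

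Of 1302 list medians without 1 library, 1112 kept direction and call, 188 became weaker and 2 were scored as reversed. Of these 2, meningeal fibroblast markers in the male ACC ran from −0.33 (without male SNI ACC replicate 2) to 0.052 (without male sham ACC replicate 3). The other was ribosomal protein genes there, from −0.072 to 0.001 (without male sham ACC replicate 3). The median of meningeal fibroblast markers between the sexes of the sham ACC also changed sign, without female sham ACC replicate 1, and was not scored as reversed. Of 863 named-gene values, 709 kept both, 92 became weaker, 46 stronger and 16 reversed. The reversals were in genes that were not called: Tmem267 (−0.16 to 0.079) and Snhg14 (−0.027 to 0.24) in the male mPFC, Gcat (ENSMUSG00000006378 from −0.027 to 0.085 and ENSMUSG00000116378 from −0.60 to 0.074) in the female ACC, and Col1a1 (−0.40 to 0.21), Syt2 (−0.18 to 0.15) and Acta2 (−0.16 to 0.20) in the male ACC. Fewer libraries were used in these fits by construction.

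Depth limits the genes near the floor: a count of 3 is 0.0913 to 0.126 CPM, and for genes at or under it in a whole group only a lower bound of the fold change is given.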

Differences from the paper's values

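No tests of causes are given in this part. Values are from the main settings unless another is named. The alternatives set before the data were examined that are listed as reaching the paper's values are those within 1.5 times of them, and the others tried did not.

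For SNI against sham, 1 gene was called in the female mPFC against the paper's 48, 84 in the male mPFC against the paper's 211, 4 in the female ACC against the paper's 59 and 1 in the male ACC against the paper's 8. Among the alternatives set before the data were examined, the exact test without a low-count filter reached all of these (48, 211, 54 and 8). The likelihood ratio test without the filter reached the male mPFC (229), female ACC (72) and male ACC (12), DESeq2 the male mPFC (246) and female ACC (40), the likelihood ratio test the female ACC (56), and no low-count filter the male ACC (10). RLE size factors, at least 10 counts in every library, the current quasi-likelihood method, one model over all 24 libraries and the replicate block reached none. The exact test without a filter or a design matrix gave 48, 211, 59 and 8, and it was chosen after seeing the values: 4 forms of the exact test were set beside the paper's supplementary table, and this form called the same genes. Of the other forms chosen after seeing the values, the one without TMM factors reached all 4 counts (47, 215, 58 and 7) and the one with classic dispersions the male mPFC (221) and female ACC (85).

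By direction, the female mPFC had 0 genes higher and 1 lower after SNI against the paper's 31 and 17. The male mPFC had 26 and 58 against the paper's 92 and 119, the female ACC 1 and 3 against the paper's 17 and 42, and the male ACC 0 and 1 against the paper's 4 and 4 (749 genes there had an unadjusted p under 0.05, and 2039 in the female mPFC). The exact test without a filter, set before the data were examined, reached all of these. DESeq2 reached both values of the male mPFC (134 and 112), the higher genes of the female ACC (22) and the lower genes of the male ACC (3). The likelihood ratio test reached the lower genes of the female mPFC (14), both values of the female ACC (18 and 38) and the lower genes of the male ACC (3). Without the filter it reached the lower genes of the female mPFC (22), both values of the male mPFC (101 and 128), both of the female ACC (22 and 50) and the higher genes of the male ACC (5). At least 10 counts in every library reached the lower genes of the male mPFC (83). The other alternatives set before the data were examined reached none. Of the forms of the exact test chosen after seeing the values, the one without a design matrix gave the paper's values. The one without TMM factors reached all but the lower genes of the female mPFC (10), and the one with classic dispersions reached the lower genes of the female mPFC (19), both values of the male mPFC and the lower genes of the female ACC (59).

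Between the sexes, 13 genes were higher in females and 17 in males in the sham mPFC against the paper's 61 and 97, and 9 and 7 in the sham ACC against the paper's 41 and 37. The exact test without a filter (61, 98, 40 and 37) and the likelihood ratio test without one (71, 108, 47 and 46), both set before the data were examined, reached all. The likelihood ratio test reached the genes higher in males in the mPFC (129) and both values of the ACC (44 and 39). No low-count filter (58 and 52) and one model over all 24 libraries (38 and 45) reached both values of the ACC, and DESeq2 reached the genes higher in males there (36). RLE size factors, at least 10 counts, the current quasi-likelihood method and the replicate block reached none. Of the forms of the exact test chosen after seeing the values, the one without a design matrix gave the paper's values, the one without TMM factors reached all (58, 83, 42 and 35), and the one with classic dispersions reached all but the genes higher in females in the ACC (75, 104 and 48).

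Genes shared between lists were 0 for the female and male mPFC against the paper's 2, 0 for the female and male ACC against the paper's 1, and 0 for the female mPFC and ACC against the paper's 2. For genes higher in females in both regions there were 5 against the paper's 10, and for those higher in males 4 against the paper's 7. Of the alternatives set before the data were examined, the exact test without a filter reached all 5. The likelihood ratio test without one reached all but the female mPFC and ACC, and with the filter it reached the female and male mPFC (3) and the values between the sexes (13 and 10). DESeq2 (10 and 6) and one model over all 24 libraries (8 and 8) reached both values between the sexes, and the replicate block the genes higher in females (10). The correction for GC content, chosen after seeing the values, reached both values between the sexes (14 and 6). The exact test without a filter or a design matrix gave 2, 1, 2, 10 and 7, the paper's values, and was also chosen after seeing the values. Of the 2 other forms chosen after seeing the values, the one with classic dispersions reached the female and male mPFC (3) and the values between the sexes (12 and 10), and the one without TMM factors the female and male ACC (1), the female mPFC and ACC (2) and the values between the sexes (10 and 7). RLE size factors, no low-count filter, at least 10 counts in every library and the current quasi-likelihood method reached none.

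Genes that the paper calls and the main settings do not are named here with the settings that call them. Snhg14, Gdf1, Myh14, Tmem267 and Unc5b in the female mPFC and Syt6 and Col1a1 in the female ACC were called with DESeq2, no low-count filter, the likelihood ratio test with and without the filter, and the exact test without it (with and without a design matrix, the latter chosen after seeing the values). Unc5b in the male mPFC and Tmem267 and Dcn in the female ACC were called with these and with the replicate block. Syt2, Scn4b and Acta2 in the female ACC were called with the same settings except DESeq2 and the block. The genes Gm26723, B430305J03Rik in the female mPFC, Gm5641 in the male ACC, Krt17 and Uba1y did not pass the filter and were called without it by the quasi-likelihood, likelihood ratio and exact tests, and Uba1y in the mPFC also with one model over all 24 libraries. Gm27177 in the male ACC was called without the filter, by the likelihood ratio and exact tests, and after the correction for GC content, chosen after seeing the values. Ddx3x was called in both regions with DESeq2, no filter, the likelihood ratio and exact tests, the replicate block and the correction for GC content, and in the ACC also with one model over all 24 libraries.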

Other observations

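The tests of causes named here were chosen after the results were seen, except the splits of the libraries.

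Each count of genes was compared with those of the other splits of the same 6 libraries into 3 against 3. With 10 splits the share is never under 0.1, so chance cannot be told apart on this ground. As many calls were given by 2 of the 10 splits in the female mPFC (another gave 761), 1 in the male mPFC (the real split, the next giving 6), 2 in the female ACC (another gave 20) and 6 in the male ACC (one gave 4470). Between the regions 1 of the 10 splits gave as many in females and 1 in males (the next giving 0 and 2), and between the sexes 2 in the mPFC (another gave 877) and 1 in the ACC (the next giving 6).

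Replicates differ along an axis that held 39.7% of the variance within groups over 8413 genes. Its gene loadings had a Spearman rho of 0.88 with GC content and −0.28 with gene length, so a GC content bias of the libraries is a candidate source. The libraries farthest out were male sham ACC replicate 3 (12.58) and female sham mPFC replicate 3 (−9.98), the same that change the counts most when left out. No biological explanation was tested. Between the regions, the female count was 2 times the male one and 0.982 times after the correction for GC content. A GC content bias may account for the lower male count, and a difference between the sexes stays open. Without male sham ACC replicate 3 the males had 4654 calls, where leaving out another male sham library gave at most 1920. Without female sham mPFC replicate 3 the females had 7084, which is 1.52 times 4654, so that the effect of the single male library cannot be told apart from that of the female one.

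Of 35 hepatocyte genes, of which 3 have over 1 CPM in at least 12 of the 24 libraries, 33 were highest in male SNI ACC replicate 1 among the 12 ACC libraries. Alb had 657 counts there, 193 and 52 in male sham ACC replicates 1 and 2. Liver RNA in some pools may account for it. Of 19 keratinocyte genes other than Krt17, 9 (1.58 expected by chance) were highest in female SNI mPFC replicate 3, so skin cells in that pool may account for its keratinocyte transcripts. That does not bear on Krt17 in the sham mPFC, which the paper names. There, 1 of 19 genes had the 3 male libraries above the 3 female ones. Krt5 had 2 to 3 counts in the male sham pools, at or under the floor, and 0 in the female ones. Krt14 had 2, 10 and 0 counts in the male sham pools and 0 in the female ones. On such low counts, skin cells in the male sham pools cannot be told apart from a difference between the sexes. Besides, 9 genes of the list have over 1 CPM in at least 12 libraries, a level that would hide a small share of skin cells. The gene Ttr had 1975 counts in male SNI mPFC replicate 2 and 5 to 46 in the other mPFC libraries.

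The genes higher in males in the sham mPFC, mt-Co2 among them, may follow something other than sex. Of the 6 female mPFC libraries, 2 had mt-Co2 above the lowest male library. Both were SNI libraries (female SNI mPFC replicates 2 and 3, at 1100 and 838 CPM), as was that male library (580 CPM). In the sham mPFC, all female pools (364 to 527 CPM) lay below all male pools (745 to 956 CPM). The comparison with SNI libraries mixes SNI with sex, so it cannot decide on the sham difference. Of the 68 autosomal and mitochondrial genes that the exact test without a design matrix called higher in males, 52 (76.5%, against 44.6% of all genes) were also higher in female SNI mPFC replicates 2 and 3 than in replicate 1. Their median difference was 0.359, against 0.425 between the sexes. A library batch that splits the female mPFC libraries would show this, and the labels give none. A difference between the sexes cannot be told apart from it on 3 sham libraries against 3.

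Pseudogenes made up 6 of the 90 calls after SNI (6.7%), against 2.1% of the genes tested (Fisher's exact test, p = 0.0122). Gm6565 was called in both the male mPFC and the female ACC and is counted for each. The calls are thus not independent, and the p-value is only a rough guide. Reads shared between near-identical copies could give such calls, and this cannot be told apart from a change of the pseudogenes, since the tables hold no reads. Gm6565 had counts of 72, 1 and 96 in the male sham ACC and 0, 67 and 44 in the male SNI ACC, so it was present or absent by pool there. In the female mPFC, where it was not called, it had 0, 46 and 0 counts after sham surgery and 90, 147 and 123 after SNI. That is the direction of the male mPFC and the female ACC. In the male ACC, 1 Gcat entry lost 2.66 CPM and the other gained 2.78 CPM (104.7% of the loss). Reads moved between the 2 overlapping entries may account for the lower Gcat, and a change of transcript after SNI stays open. The paper also measured Gcat by qPCR on independent samples and reports that the qPCR bore out its RNAseq. Those values are not analysed here.

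Lists with results that belong at no claim were these. Layer 2/3 neuron markers rose in the male mPFC (0.10, FDR = 0.000423) and dynein genes fell there (−0.07, FDR = 0.00396). Y-linked genes fell in the male ACC (−0.22, FDR = 0.0158) and not in the male mPFC (−0.06, FDR = 0.33). Striatal neuron markers fell in the female mPFC (−0.30, FDR = 4.82e-06), and layer 5 neuron markers rose in the female ACC (0.02, FDR = 0.0579). Ependymal cell markers fell in the female mPFC (−0.37, FDR = 0.00155), the male mPFC (−0.28, FDR = 5.81e-05) and the female ACC (−0.25, FDR = 0.000506). These calls and the others after SNI may reflect list genes that vary together among replicate pools, since 0 were called with the correlation estimated from the libraries.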
